# Inhibition of endothelial histone deacetylase 2 shifts endothelial-mesenchymal transitions in cerebral arteriovenous malformation models

**DOI:** 10.1172/JCI176758

**Published:** 2024-05-23

**Authors:** Yan Zhao, Xiuju Wu, Yang Yang, Li Zhang, Xinjiang Cai, Sydney Chen, Abigail Vera, Jaden Ji, Kristina I. Boström, Yucheng Yao

**Keywords:** Vascular biology, Endothelial cells, Mouse models

## Abstract

Cerebral arteriovenous malformations (AVMs) are the most common vascular malformations worldwide and the leading cause of hemorrhagic strokes that may result in crippling neurological deficits. Here, using recently generated mouse models, we uncovered that cerebral endothelial cells (ECs) acquired mesenchymal markers and caused vascular malformations. Interestingly, we found that limiting endothelial histone deacetylase 2 (HDAC2) prevented cerebral ECs from undergoing mesenchymal differentiation and reduced cerebral AVMs. We found that endothelial expression of HDAC2 and enhancer of zeste homolog 1 (EZH1) was altered in cerebral AVMs. These alterations changed the abundance of H4K8ac and H3K27me in the genes regulating endothelial and mesenchymal differentiation, which caused the ECs to acquire mesenchymal characteristics and form AVMs. This investigation demonstrated that the induction of HDAC2 altered specific histone modifications, which resulted in mesenchymal characteristics in the ECs and cerebral AVMs. The results provide insight into the epigenetic impact on AVMs.

## Abstract 2

HDAC2 inhibition prevents endothelial cells from undergoing mesenchymal cell differentiation and reduces the development of cerebral arteriovenous malformations in mouse models.

## Introduction

Cerebral arteriovenous malformations (AVMs) are the most common vascular malformations (1, 2); these consist of arteriovenous (A-V) shunts, which carry blood directly from the arteries to the veins, bypassing brain tissue, that have become abnormal (1–4). (1–4). Due to the vascular abnormalities and elevated blood pressure in the A-V shunts, vessels may ultimately rupture and cause hemorrhagic strokes associated with high mortality (1–5). Of patients who survive, many suffer permanent disability, crippling neurological deficits, seizures, and headaches (1–4). Currently, there are no primary preventative measures for cerebral AVMs (2).

Bone morphogenetic protein (BMP) signaling is involved in cerebral AVMs. Mutations of the BMP type I receptor activin receptor-like kinase 1 (ALK1) result in hereditary hemorrhagic telangiectasia type 2 (HHT2), which is characterized by the presence of AVMs in multiple organs (6, 7). Mutations of endoglin, an ALK1 coreceptor, result in HHT1 (8, 9). Matrix Gla protein (MGP), a BMP inhibitor, is induced by ALK1 signaling and provides feedback regulation for BMP activity (10–14). Loss of MGP causes AVMs in brain, lungs, kidneys, and retina (13, 15, 16). ALK1-deficient mice resemble MGP-deficient mice in that both have reduced MGP (13–15). Importantly, excess MGP limits AVMs in the ALK1-deficient mice, suggesting that lack of MGP may contribute to AVMs in HHT (14). Mutations in the human *Mgp* gene cause an extremely rare disease, referred to as Keutel syndrome, that is associated with severe cardiovascular defects (17–19). However, full evaluations of potential AVMs have not been reported for these rare patients.

Endothelial differentiation is essential for maintaining vascular integrity and homeostasis (16, 20–26). Disturbances in cell signaling can misdirect endothelial differentiation and cause disease (16, 25, 26). In recent years, advanced studies have shown that unwanted cell signaling shifts endothelial differentiation in various vascular diseases. Endothelial lineage cells gain plasticity and acquire other lineage characteristics to become direct pathogenic contributors (25, 27, 28). In this study, we take advantage of recent animal models and suggest that the induction of endothelial histone deacetylase 2 (HDAC2) shifts the transcriptional landscape of cerebral endothelial cells (ECs) toward ill-fated differentiation, leading to cerebral AVMs. We show that limiting HDAC2 prevents this cell shift and reduces the incidence of cerebral AVMs.

## Results

### Cerebral AVMs occur after endothelial-specific deletion of Mgp.

To examine the effect of endothelial-specific gene deletion of *Mgp* on cerebral vasculature, we bred *VE-cadherin^cre/ERT2^* mice with recently generated *Mgp^fl/fl^* mice (29). At 10 weeks of age, we administered tamoxifen to the *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mice by intraperitoneal injection for 5 consecutive days. After injection, we examined the time-course expression of MGP in CD31^+^CD45^–^ cerebral ECs isolated from *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mice between day 0 and day 15. Real-time PCR showed that Mgp expression began to decrease on day 3 after tamoxifen administration and continued to decrease to levels of less than 10% on day 12 compared with control treatment (Figure 1A), confirming efficient Mgp deletion in cerebral ECs. We examined the brain vessels using micro-CT imaging and quantitated the frequency of vessels with radii between 10 and 100 μm. The results showed an increase in the frequency of vessels in this range after day 9 (Figure 1B). Specifically, the frequency of vessels with 20–50 μm radii was dramatically increased (Figure 1B), which suggested a disordered lumen, a characteristic of AVMs (30). Micro-CT imaging on days 12 and 15 confirmed the abnormal and enlarged vessels with A-V shunts in the cerebrum of *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mice (Figure 1, C and D). We used *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mice without tamoxifen injection as controls; in these, no abnormalities of brain vasculature were detected by micro-CT when compared with WT mice or *VE-cadherin^cre/ERT2^* mice with tamoxifen injection (Figure 1C and Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/JCI176758DS1), supporting that loss of MGP was the direct cause of enlarged vessels and A-V shunts.

To determine which vessels were dilated, we quantified the vessel radii in corresponding areas in the control group and the tamoxifen-injected group. We selected areas that contained very small vessels (0–20 μm), small vessels (20–30 μm), medium vessels (30–50 μm), and large vessels (50–100 μm). The results showed that there was a 2-fold increase in 20–30 μm small vessels and 30–50 μm medium vessels and a 1.5-fold increase in 50–100 μm large vessels in the tamoxifen-injected group compared with controls (Figure 1E). We injected the mice with 15 μm fluorescent microspheres to detect A-V shunts (30). The microspheres were retained in the capillaries in the control mice (Figure 1F). Since lack of MGP dramatically increased the vascular lumen size (Figure 1B) and created A-V shunts (Figure 1, C and D), the microspheres were directly washed out through the A-V shunts. Indeed, the imaging showed a decrease in fluorescent density in the cerebrum of *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mice on day 3 after tamoxifen administration and a further decrease from days 3 to 15 (Figure 1, F and G), supporting the appearance of enlarged lumens and A-V shunts (Figure 1H). Together, the results suggest that endothelial-specific gene deletion of *Mgp* caused cerebral AVMs in mice.

### Cerebral ECs acquire mesenchymal markers after Mgp deletion and cause vascular malformation.

To investigate endothelial differentiation in the cerebral AVMs, we again isolated CD31^+^CD45^–^ cerebral ECs from *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mice at different time points after tamoxifen injection. Real-time PCR and immunoblotting showed a gradual decrease in the expression of Kdr and vWF together with an increase in the expression of Snai1 and Cdh2 (Figure 2, A and B). The results suggested that the cerebral ECs progressively acquired mesenchymal cell markers. We performed RNA-Seq using CD31^+^CD45^–^ cerebral ECs on day 9 and found that additional mesenchymal and stem cell markers (25, 31) were induced with the decrease in endothelial markers (Figure 2C). 

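RNA of CD31+CD45- cerebral cells on day 9 was sequenced in 2 control libraries and 2 tamoxifen libraries, each from cells pooled from 3 mice. The mice carried a tamoxifen-activated recombinase under the VE-cadherin promoter and an Mgp gene flanked by its target sites. The tamoxifen group received 75 mg/kg daily for 5 days from 10 weeks of age, and the control group received none. The paper describes the sequenced cells by CD31 and CD45, whereas the sample labels name them by a tdTomato reporter. The authors aligned the reads to GRCm39, quantified them during alignment, left out genes with low counts and divided the counts of each library by one factor. The deposited values, called normalized counts here, cover 24873 genes. In every library 100% of the values were whole multiples of the value of 1 read, so the reads behind them could be recovered. They came to 37475154 and 41025014 reads on genes in the control libraries (median 39250084), and to 35387438 and 49799321 in the tamoxifen libraries (median 42593379). A gene with no read in a library is compatible there with up to 3 reads, which equals 4.11 and 3.75 normalized counts in the control libraries and 3.25 and 2.16 in the tamoxifen libraries. Fold changes were computed on log2(normalized count + 1), which understates the change of genes with few reads. The 20485 genes with a mean of at least 10 normalized counts were tested with limma, with Benjamini-Hochberg (BH) adjustment. With 2 libraries against 2, an exact two-sided permutation test of a single gene cannot give a p below 0.333, so the adjusted p-values rest on the spread that limma shares across genes.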

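Mgp, the deleted gene, lies on chromosome 6 from 136849433 to 136852821 of GRCm39. It had 1094 and 1352 normalized counts in the control libraries and 945 and 909 in the tamoxifen libraries. The log2 fold change was -0.39 (standard error 0.18, limma with BH adjustment, adjusted p = 0.0986), and both tamoxifen libraries lay below both control libraries. With each library rescaled to the same total, the alternative that moved it most, the log2 fold change was 0.08. All 16 endothelial genes in Figure 2C were lower in both tamoxifen libraries than in both control libraries. Figure 2C shows these libraries and its legend describes the marker genes as differentially expressed, so their direction here is not independent evidence. Pecam1 (CD31, chromosome 11 from 106543689 to 106641454) had 86238 ± 3617 normalized counts (SD, n = 2) in the control libraries and 12480.2 ± 4959 (SD, n = 2) in the tamoxifen libraries. Cdh5 (VE-cadherin, chromosome 8 from 104828231 to 104871143) fell from 82739 ± 5074 to 12047 ± 5004 normalized counts (SD, n = 2). The median log2 fold change of the 16 genes was -2.85, from -3.43 for Emcn to -1.38 for Notch1, and it was -2.31 at its closest to 0 under another scaling of the libraries. All 14 mesenchymal and stem cell genes of the same heatmap that match a gene symbol were higher in both tamoxifen libraries. Their median log2 fold change was 5.09, with a range from 1.07 for Kit to 9.50 for Nanog. Nanog (chromosome 6 from 122679780 to 122691601) rose from 7.86 ± 0.501 to 6532 ± 1826 normalized counts (SD, n = 2), and Pou5f1 (chromosome 17 from 35816789 to 35822274) from 10.4 ± 3.04 to 5530.0 ± 694. S100a9 (chromosome 3 from 90599931 to 90603071), which is also a neutrophil gene, reached 32215 ± 5052 from 82.5 ± 3.41. Mmp2 (chromosome 8 from 93553902 to 93580049) rose from 50.3 ± 20.8 to 1874 ± 383. Both control libraries held no more than 3 reads of S100a4 and of Twist2, whose tamoxifen values were at least 47.3-fold and at least 19.5-fold higher.

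**Figure D1:**
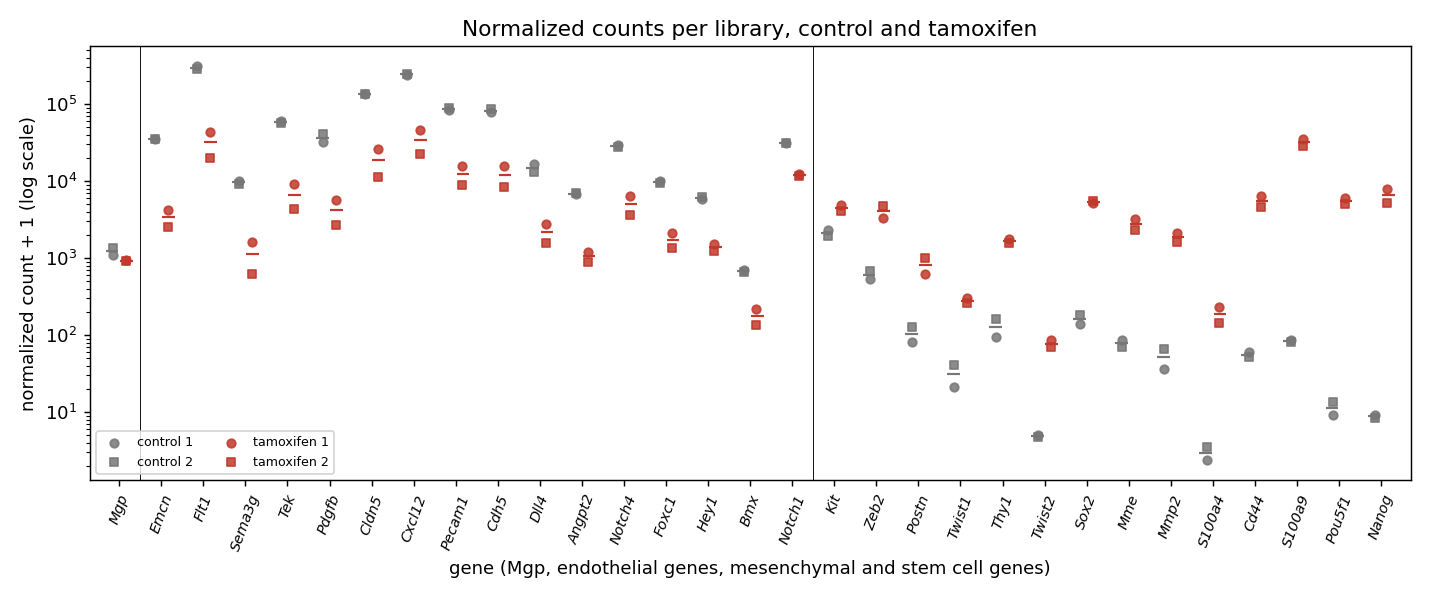
Normalized count + 1 on a log axis for Mgp, the 16 endothelial genes and the 14 mesenchymal and stem cell genes. Points are single libraries, with grey for control and red for tamoxifen, circles for the first and squares for the second library, and lines at the group means. The red points lie below the grey points for Mgp and the endothelial genes and above them for the other 14 genes.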

We also costained CD31 with mesenchymal markers in *Mgp^–/–^* cerebrums on day 15 after tamoxifen injection. We found that more mesenchymal markers, such as SLUG, α-smooth muscle actin (α-SMA), and neuron-glial antigen 2 (NG2), appeared in the CD31^+^ ECs in the vascular malformation (Figure 2D). 

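The sequenced day-9 libraries were also compared over lists of marker genes that are not in Figure 2C, each scored by its median log2 fold change. All 25 further endothelial genes, among them Kdr, Vwf, Eng and Tie1, were lower in both tamoxifen libraries, with a median of -2.93 (limma's camera, BH-adjusted p = 1.02e-10). Camera's preset correlation of 0.01 treats these genes as nearly independent. Fry, a rotation test that estimates the correlation between genes, gave 0.0382 (limma, BH-adjusted p), and 0.0614 after quantile normalization. No random list of 25 genes with the same expression, of 10000 drawn, had a median as low. Of 15 further genes linked to endothelial-mesenchymal transition, 7 were higher and 5 lower in both tamoxifen libraries, and the list was not called (limma's camera, BH-adjusted p = 0.326). It passed under fry (limma, BH-adjusted p = 0.0342). Among these genes Col1a1 had a log2 fold change of 5.95 and Snai1 of 2.90, whereas Snai2 (the gene of SLUG) had -1.40. Cdh2 had 0.13 and Acta2 (the gene of α-SMA) 0.71, each with overlapping groups. Leaving out 1 library moved Cdh2 to between -0.14 without tamoxifen library 2 and 0.39 without tamoxifen library 1, and Acta2 to between 0.14 without control library 1 and 1.29 without control library 2. The adjusted p of Acta2 was 0.178 with limma and BH adjustment, and under 0.05 in 1 of its 10 alternatives (range 0.00420 to 0.516). Cspg4 (the gene of NG2) was higher in both tamoxifen libraries, with 1.12 (limma, BH-adjusted p = 0.0517). Its adjusted p was under 0.05 in 7 of 10 alternatives (range 6.82e-08 to 0.179), and leaving out 1 library moved its fold change to between 0.50 without control library 1 and 1.74 without control library 2. Of 12 pluripotency genes outside Figure 2C, 11 were higher and 1, Klf4, was lower. The fibroblast list, which shares 4 genes with other lists, was higher for 10 of 10 genes, and the neutrophil list for 10 of 10, including S100a9. Camera called 16 of the 22 lists, and all 16 also passed under fry. Fry, which does not compare a list with the other genes, called 19 of the 22. The paper reasons to its conclusion from its PCR and immunoblotting over time, the markers of Figure 2C and the costaining of CD31+ cells.

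**Figure D2:**
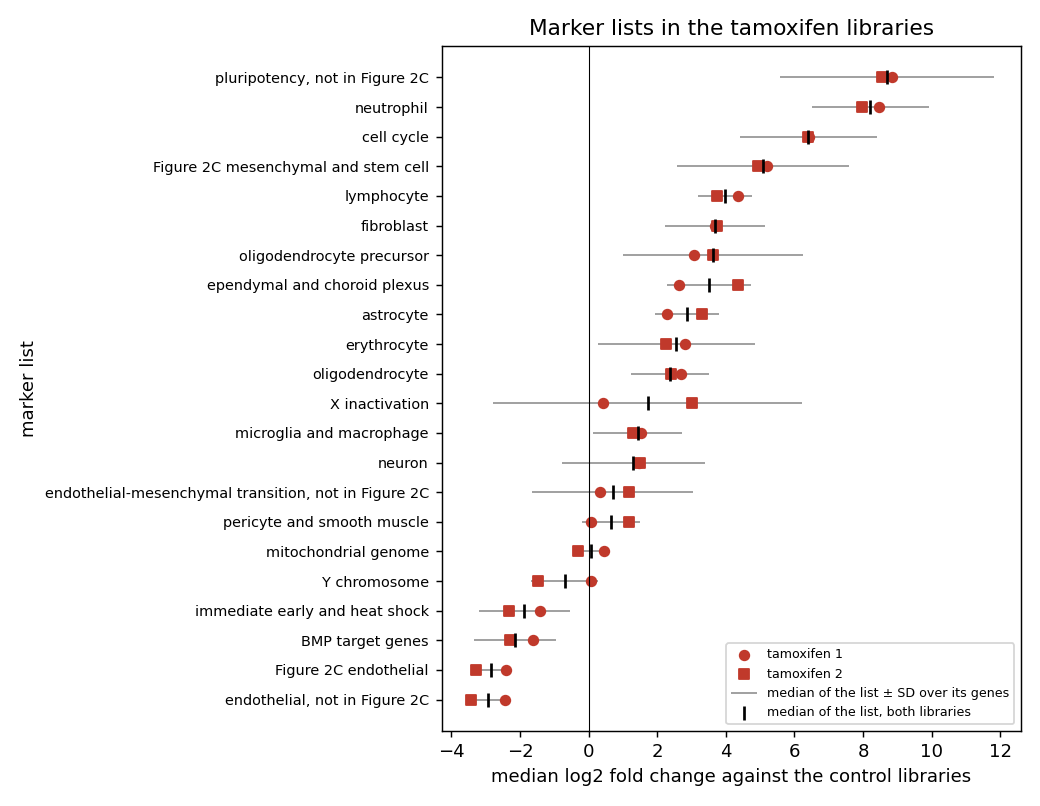
Median log2 fold change of each of 22 marker lists in each tamoxifen library against the control libraries. Circles and squares are the 2 tamoxifen libraries, black marks are the median over both, and grey lines span 1 SD of the list's genes on each side. Both endothelial lists lie at the bottom and the pluripotency and neutrophil lists at the top.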

The results supported that an ongoing mesenchymal transition occurred in cerebral ECs when the cells were losing MGP, causing the cells to acquire mesenchymal characteristics.

To determine whether the cerebral ECs with mesenchymal cell markers cause vascular malformation, we transplanted the cells in a model of hind-limb ischemia in nude mice. Since revascularization occurred in the ischemic area after the procedure, this model of hind-limb ischemia has been used to evaluate the capacity for vascular repair of implanted ECs (32). We adopted this method to determine whether implanting cerebral ECs that acquired mesenchymal characteristics caused vascular malformation during revascularization. On day 15 after tamoxifen injection, we isolated a CD31^+^CD45^–^ subpopulation that coexpressed CDH2 (CDH2^+^) and transplanted the cells into nude mice, in which the proximal and distal femoral arteries were ligated. Cells without CDH2 expression (CDH2^–^) were used as controls. Two weeks after transplantation, latex dye staining with tissue clearing showed enlarged and twisted small vessels at the repair sites in mice transplanted with CDH2^+^ cells (Figure 3, A and B). We costained the vessels with anti-CD31 and anti-CDH2 antibodies. The results showed colocalization of CD31 and CDH2 in the vessels where CDH2^+^ cells had been transplanted (Figure 3C), supporting that cerebral ECs undergoing mesenchymal cell differentiation caused AVMs.

### Limiting HDAC2 prevents mesenchymal differentiation in cerebral ECs and reduces cerebral AVMs.

To search for compounds that would reduce cerebral AVMs, we used an established cell model, MGP CRISPR cells, in which MGP was depleted in human brain microvascular ECs (HBMECs) by CRISPR/Cas9 gene editing (30, 33, 34). MGP CRISPR cells showed mesenchymal characteristics with Snai1 expression and recapitulated the findings for the ECs in cerebral AVMs (30). We integrated Snai1 promoter–driven GFP into MGP CRISPR cells to generate a cell line with high GFP intensity (Supplemental Figure 2). We screened compound libraries and found that HC toxin, a HDAC2 inhibitor, reduced the intensity of GFP (Supplemental Figure 2), suggesting that HC toxin might reduce mesenchymal characteristics in brain ECs. We treated *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mice at 10 weeks of age with a combination of tamoxifen and HC toxin (5 μg/kg, daily) for 5 days and continued HC-toxin treatment until 2 weeks. The HC-toxin treatment was initiated before AVM formation. After the treatment, micro-CT imaging showed a dramatic improvement of the cerebral vasculature, with a reduction of AVMs in the HC toxin–treated group compared with saline-treated controls (Figure 4A). Radius analysis further revealed that the frequency of vessels with radii between 10 and 100 μm in the HC toxin–treated group had normalized when compared with that of controls (Figure 4B). The results suggested that the HDAC2 inhibitor reduced cerebral AVMs in *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mice. We then isolated CD31^+^CD45^–^ cerebral ECs from the HC toxin–treated group and controls. Real-time PCR showed that HC toxin prevented the decrease in expression of the endothelial markers Kdr and vWF and abolished the induction of the mesenchymal markers Snai1 and Cdh2 (Figure 4C), suggesting that HDAC2 inhibition rescued cerebral ECs from mesenchymal differentiation.

To determine whether endothelial-specific deletion of Hdac2 affected cerebral AVMs, we bred *VE-cadherin^cre/ERT2^Hdac2^fl/fl^* mice with *Mgp^–/–^* mice, in which cerebral AVMs occurred at 4–6 weeks of age (16, 30). We treated *VE-cadherin^cre/ERT2^Hdac2^fl/fl^Mgp^–/–^* mice at 1 week of age, prior to the formation of AVMs, with tamoxifen for 5 days to delete endothelial Hdac2. At 4 weeks of age, micro-CT imaging showed a robust difference in the cerebral vasculature between the group injected with tamoxifen and untreated controls (Figure 4D). Without tamoxifen administration, abnormal networks of cerebral vessels with A-V shunts were detected in the *VE-cadherin^cre/ERT2^Hdac2^fl/fl^Mgp^–/–^* mice (Figure 4D). With tamoxifen administration, the cerebral vasculature normalized, with a reduction in AVMs (Figure 4D). The CD31^+^CD45^–^ cerebral ECs were isolated, and real-time PCR results revealed that gene deletion of *Hdac2* blocked the reduction of endothelial markers and prevented the induction of mesenchymal markers (Figure 4E). Together, the results support that limiting endothelial HDAC2 rescued cerebral ECs from mesenchymal differentiation and reduced cerebral AVMs.

### Alterations in expression of HDAC2 and EZH1 in cerebral ECs after MGP deletion.

To determine the role of HDAC2 in cerebral AVMs, we first examined HDAC2 expression in MGP-deleted cerebral ECs. CD31^+^CD45^–^ cerebral ECs were isolated from *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mice at 2 weeks after tamoxifen administration. Nontamoxifen administration was used as control. The expression of members of the HDAC family, including HDAC1 to -11, was examined. Real-time PCR showed that only Hdac2 was induced in the MGP-deleted cerebral ECs (Figure 5A). Interestingly, when we examined the components of the polycomb repressive complex that mediate histone methylation, including enhancer of zeste homolog 1 (Ezh1), Ezh2, suppressor of zeste 12 (Suz12), embryonic ectoderm development protein (Eed), and retinoblastoma-binding protein 4 (Rbbp4) (35, 36), we found a decrease in Ezh1 in the cerebral ECs (Figure 5A). Immunoblotting confirmed the induction of HDAC2 with the reduction of EZH1 in MGP-deleted cerebral ECs (Figure 5B). Similarly, immunostaining revealed the increased HDAC2 and the decreased EZH1 in CD31^+^ cerebral ECs of enlarged vessels (Figure 5C). The results suggest that alterations in HDAC2 and EZH1 are involved in cerebral AVM formation after MGP deletion.

Since MGP functions as a BMP inhibitor (10), we treated HBMECs with different BMP ligands and examined Hdac2 expression. Real-time PCR showed that only BMP-6 was able to induce Hdac2 (Figure 5D). To determine which BMP type I receptor mediated Hdac2 induction, we used siRNA individually to deplete the receptors that might interact with BMP-6, including ALK2, -3, -4, -6, and -7. The results showed that deletion of ALK-3 prevented BMP-6 from inducing Hdac2 (Figure 5E), suggesting that loss of MGP enhanced activity of the BMP-6/ALK3 pathway to induce Hdac2. We also examined the expression of Ezh1 in HBMECs after BMP-6 treatment and found a reduction of Ezh1 (Figure 5F); the level of Ezh1 was rescued by a depletion of Hdac2 using siRNA. The results suggested that loss of MGP elevated the activity of BMP-6/ALK3 to induce Hdac2 and in turn suppress Ezh1.

### Alterations in expression of HDAC2 and EZH1 in human cerebral AVMs correlate with the induction of mesenchymal marker and lumen enlargement.

To determine whether the alterations in HDAC2 and EZH1 were also present in human cerebral AVMs, we first examined their expression in lesions of human cerebral AVMs. Immunostaining revealed an HDAC2 induction together with an EZH1 reduction in the CD31^+^ cerebral ECs (Figure 6A), which was confirmed by immunoblotting with densitometry (Figure 6B). We further determined the relationship between alterations in HDAC2 and EZH1, endothelial-mesenchymal transitions, and lumen formation in human cerebral AVMs. We performed correlation analysis to assess the expression of HDAC2, EZH1, CDH2, and a lumen-associated gene, PAR3 (32). The results showed strong positive correlations among excess HDAC2, CDH2, and PAR3 (Figure 6C) and negative correlations among expression of EZH1, CDH2, and PAR3 (Figure 6D). The results further supported the possibility that alterations in HDAC2 and EZH1 shift ECs toward mesenchymal differentiation, leading to disruptions in lumen formation in cerebral AVMs.

### Alterations in HDAC2 and EZH1 cause alterations in H4K8ac and H3K27me in the regulation of endothelial and mesenchymal differentiation.

HDAC2 is an enzyme that specifically removes acetyl groups from ε-*N*-acetyl lysine in histones, whereas EZH1 catalyzes histone methylation (37–40). To determine whether the changes in HDAC2 and EZH1 altered histone modifications, we screened histone acetylation and methylation in CD31^+^CD45^–^ cerebral ECs from *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mice at 2 weeks after tamoxifen injection. We found a distinct decrease of H4K8ac and H3K27me3 (Figure 7, A and B). ChIP-Seq identified 20,606 peaks of H4K8ac in control cerebral ECs and 4,087 peaks of H4K8ac after MGP deletion. The results also showed 41,775 peaks of H3K27me3 in control cerebral ECs and 15,300 peaks of H3K27me3 after MGP deletion. Histogram of ChIP-fragment depth relative to the combined peaks from 2 groups revealed a decrease in coverage of both H4K8ac and H3K27me in the cerebral ECs after MGP deletion (Figure 7C). The results suggest that genome-wide occupancies of both H4K8ac and H3K27me3 were decreased in MGP-depleted cerebral ECs. We further analyzed the ChIP-Seq data and found decreased occupancy of H4K8ac around the regulatory regions of genes involved in endothelial differentiation and decreased occupancy of H3K27me3 around the regulatory regions of genes involved in mesenchymal and stem cell differentiation (Figure 7D). We also showed a decreased occupancy of H4K8ac around the regulatory region of the Ezh1 gene (Figure 7E). The results supported that Hdac2 induction reduced H4K8ac to suppress endothelial differentiation and Ezh1 expression, whereas the decreased EZH1 reduced H3K27me3 to allow mesenchymal and stem cell differentiation in cerebral ECs. In a previous study, we showed an induction of JAGGED 1 and 2 in cerebral AVMs (16). Interestingly, we found a large decrease of H3K27me3 in the regulatory regions of Jagged 1 and 2 in cerebral ECs from the *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mice (Figure 7F), suggesting that a decrease of H3K27me3 caused by altered HDAC2 and EZH1 also resulted in an increase of JAGGED 1 and 2.

We also performed ChIP assays using CD31^+^CD45^–^ cerebral ECs from *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mice at different time points after tamoxifen injection to examine the occupancy of H4K8ac around the Kdr promoter and H3K27me3 around the Snai1 promoter. Previous studies identified the region around –225 to +268 bp in the Kdr promoter and the region around –612 to +90 bp in the Snai1 promoter as critical for the activation of expression (41, 42). Therefore, we examined the occupancy of H4K8ac and H3K27me3 around these regions. The results revealed a progressively decreasing occupancy of H4K8ac around the Kdr promoter, resulting in a suppression of Kdr after MGP deletion (Figure 7G), and of H3K27me3 around the Snai1 promoter, resulting in an activation after MGP deletion (Figure 7G).

To further explore the role of HDAC2 and EZH1 in modifying H4K8ac and H3K27me3 to shift the EC differentiation, we used MGP CRISPR cells. Real-time PCR showed robust induction of Hdac2 as well as reduction of Ezh1 in MGP CRISPR cells (Figure 8A), and immunoblotting revealed decreases in H4K8ac and H3K27me3 (Figure 8B). We then depleted HDAC2 in the MGP CRISPR cells using Hdac2 siRNA. The immunoblotting showed restored levels of H4K8ac, EZH1, and H3K27me3. Depletion of HDAC2 also normalized the EC markers and abolished the mesenchymal markers (Figure 8C). We overexpressed EZH1 in MGP CRISPR cells using lentiviral vectors containing CMV promoter–driven Ezh1 cDNA. The results showed that the excess EZH1 only restored H3K27me3 and abolished mesenchymal markers, but had no effect on EC markers (Figure 8C). When HDAC2 depletion and excess EZH1 were combined, immunoblotting showed enhanced H3K27me3 levels and further reduction of mesenchymal markers without affecting H4K8ac and EC markers (Figure 8C). In our previous study, we found that JAGGED 1 and 2 induced SOX2 in cerebral AVMs (33). Interestingly, ChIP-Seq in this study showed that altered HDAC2 and EZH1 caused a decrease in H3K27me3 in the regulatory regions of Jagged 1 and 2 (Figure 7F). To determine whether altered HDAC2 and EZH1 elevated JAGGED 1 and 2 after MGP deletion for SOX2 induction, we examined the expression of JAGGED 1 and 2 and SOX2 in MGP CRISPR cells after depletion of HDAC2 or overexpression of EZH1. The results showed that either HDAC2 depletion or excess EZH1 reduced the expression of JAGGED 1 and 2 and SOX2 (Figure 8C). The results suggested that lack of MGP caused induction of HDAC2, which led to a reduction of EZH1 that decreased H3K27me and allowed an elevation of JAGGED 1 and 2 to induce SOX2.

Lumen disorder, caused by dysregulation of lumen-associated genes, is a main characteristic of human cerebral AVMs (30). To determine the relationship between expression of Snai1 or Cdh2 and lumen-associated genes, we overexpressed Snai1 or Cdh2 in HBMECs. Real-time PCR showed that the overexpression of Snai1 induced Cdh2, but overexpression of Cdh2 did not affect Snai1 expression (Figure 8D). We depleted Snai1 or Cdh2 in MGP CRISPR cells, which showed that depletion of Snai1 abolished the expression of Cdh2, but again, that depletion of Cdh2 did not affect Snai1 expression (Figure 8D). The results suggested that elevated Snai1 induced Cdh2 after deletion of MGP. To determine whether Cdh2 was involved in the AVM formation, we overexpressed Cdh2 in HBMECs or depleted it in MGP CRISPR cells and examined lumen-associated genes, such as Rasip1, Par3, and β-integrin, which are associated with cerebral AVMs (30). Real-time PCR showed that overexpression of Cdh2 induced these lumen-associated genes in HBMECs whereas depletion of Cdh2 reduced the expression of these genes in MGP CRISPR cells (Figure 8E). The results suggested that Snai1-induced Cdh2 was involved in the disordered lumen after MGP deletion.

We previously showed that SOX2 elevated jumonji domain–containing protein 5 (JMJD5) and formed a complex to induce Cdh2 (30). In this study, we showed that Snai1 induced Cdh2 to alter lumen-associated genes (Figure 8, D and E). To determine whether SNAI1 interacted with the complex formed by SOX2 and JMJD5 for Cdh2 induction, we performed coimmunoprecipitation using MGP CRISPR cells. The immunoblotting showed that SNAI1 interacted with SOX2 and JMJD5 (Figure 8F), suggesting that loss of MGP caused an induction of SNAI1, SOX2, and JMJD5 to form a complex that induced Cdh2 and caused lumen disorder.

Together, the results suggested that ongoing alterations in the H4K8ac and H3K27me3 histone modifications caused by HDAC2 induction unremittingly shifted the transcriptional landscape of ECs toward mesenchymal cell differentiation in cerebral AVMs.

## Discussion

In this study, we used the recently generated *Mgp^fl/fl^* mice to create a model for studying endothelial differentiation in cerebral AVMs. We found severe cerebral AVMs in the *Mgp^fl/fl^* mice after endothelial-specific MGP deletion. Using this model, we examined cerebral EC differentiation and discovered that cerebral ECs acquired mesenchymal markers after MGP deletion. We found that these ill-fated ECs formed A-V shunts during vascular repair. In both human cerebral AVMs and MGP-null cerebral ECs, there was a striking HDAC2 induction together with a reduction of EZH1. Our results suggested that HDAC2 induction specifically decreased H4K8ac to limit cerebral EC differentiation and reduce EZH1 expression. Decreased EZH1 diminished H3K27me3 and unleashed mesenchymal cell differentiation in the ECs. We showed that an inhibitor of HDAC2 or endothelial-specific deletion of HDAC2 prevented the ECs from undergoing mesenchymal cell differentiation, which substantially reduced the development of cerebral AVMs.

The HDAC family is a group of enzymes that specifically remove acetyl groups from ε-*N*-acetyl lysines of histones to change chromatin structure and control transcription (37). Mammals carry 11 canonical HDACs, which show variable activity in different tissues (43). Previous studies have clarified some aspects of endothelial HDACs. HDAC1 and -3 mediate the cellular response to oscillatory shear stress in ECs (44). Lack of HDAC7 damages EC–cell adhesion (45). HDAC4, -5, and -7 regulate VEGF activity and affect angiogenesis (46–48). However, the function of HDAC2 in cerebral ECs has been unclear. Here, we find that the induction of HDAC2 alters specific histone modifications in ECs to shift their fate and lead to cerebral AVMs. The study provides insights in the role of epigenetic regulation in cerebral AVMs.

Previous studies have suggested that histone modifications are important in maintaining the integrity of ECs and that impaired histone modifications affect vascular development (49–54). H4K8ac is the acetylation at the 8th lysine in histone H4, which is abundant in promoters that are transcriptionally active (55). H3K27me3 is the trimethylation on the 27th lysine of histone H3 that suppresses nearby genes (56). The activity of H3K27me3 is mediated by a polycomb repressive complex including EZH1, EZH2, SUZ12, EED, and RBBP4 (35, 36). In particular, EZH1 catalyzes H3K27me3 to suppress undesired differentiation in stem cells (38–40). In this study, our results suggest that induction of HDAC2 reduces EZH1 expression, which diminishes H3K27me3 and induces mesenchymal differentiation in the ECs. When combined with interrupted EC differentiation due to the decrease of H4K8ac, this decreased EZH1 will drive ECs toward mesenchymal differentiation in cerebral AVMs.

Transcriptomic data of brain cells from a publicly available source (57) show that MGP is strongly expressed in brain pericytes and moderately expressed in brain ECs (Supplemental Figure 3). However, MGP activity is known to affect extracellular matrix and microenvironment very locally (58). We have reported that lack of MGP in pulmonary ECs, where MGP is expressed at low levels, still caused ECs to undergo unwanted differentiation to contribute myofibroblasts to pulmonary fibrosis (29). This study is another example of the important role of MGP in EC differentiation regardless of expression level. However, it would be interesting to investigate whether cerebral AVMs worsen after deletion of MGP in both brain pericytes and ECs.

## Methods

### Sex as a biological variable

Mixed groups of male and female mice were used in this study.

### Animals

The *VE-cadherin^cre/ERT2^* mice were obtained as gifts from Ralf Adams (Max Planck Institute for Molecular Biomedicine, Münster, Germany), and the *Mgp^fl/fl^* mouse was from our breeding colony (29, 59). Hdac2*^fl/fl^* (B6.Cg-Hdac2tm1.1Rdp/J) and *Mgp^+/–^ (B6.129S7-Mgptm1Kry/KbosJ)* mice were obtained from the Jackson Laboratory. Genotypes were confirmed by PCR (11), and experiments were performed with generation F4–F6. Littermates were used as controls. All mice were fed a standard chow diet (diet 8604, Harlan Teklad Laboratory). Tamoxifen (Sigma-Aldrich, T5648) was injected for 5 days (75 mg/kg, daily). HC toxin (Sigma-Aldrich, H7270) was injected (5 μg/kg, daily) as in previous studies (60).

### Tissue culture

HBMECs (ScienCell Research Laboratories, catalog 1000) were cultured per the manufacturer’s protocol (30). CRISPR/Cas9 genomic editing was used for MGP depletion. HBMECs were infected by lentiviral vectors, which contain gRNA for exon 1 of *Mgp* gene and Cas9 (Sigma-Aldrich). The infected cells were selected by puromycin. The positive clones were collected and expanded after 14 days of selection. The depletion of MGP was confirmed by real-time PCR. Transient transfections of HBMECs with Hdac2 siRNA (Silencer predesigned siRNA, Applied Biosystems) were optimized and performed as previously described (15). When compared with unrelated control siRNA and scrambled siRNA, the selected siRNAs resulted in a 90%–95% decrease in mRNA and protein levels, as determined by real-time PCR and immunoblotting, respectively. Lentiviral vectors containing CMV-Ezh1 were purchased from GeneCopoeia and applied to the cells per the manufacturer’s protocols.

### Isolation of cerebral ECs

Freshly harvested cerebral tissues from C57BL/6J mice were enzymatically dissociated with 250 μg/ml papain and 50 μg/ml DNase I in PBS/2% FBS at 37°C for 40 minutes. Cell suspension was washed and filtered with 70 μm strainers. After the myelin removal, cells were labeled with CD31-PE and CD45-FITC antibodies, and CD31^+^CD45^–^ cells were sorted by FACS (15).

### Micro-CT imaging

Micro-CT was performed by Scanco USA Inc. The perfusion with the MICROFIL compound and the preparation of the specimens were performed as previously described (15). All the samples were scanned on a high-resolution, volumetric micro-CT scanner (μCT 40, Scanco Medical). The image data were acquired with the following parameters: 10-μm isotropic voxel resolution; 200 ms exposure time; 2,000 views; and 5 frames per view. The micro-CT generated DICOM files were used to analyze the samples and to create volume renderings of the regions of interest (ROI). The raw data files were viewed using the MicroView 3D Volume Viewer and Analysis Tool (GE Healthcare) and AltaViewer software, version MIL-STD-1553. Additionally, images of the sample were generated using SCIRun (Scientific Computing and Imaging Institute).

### Vascular shunting

Fluorescent microspheres (15 μm, Invitrogen, F21010) were injected into the left cardiac ventricle immediately after sacrificing the mice, and the tissues were examined and photographed using a fluorescence dissection microscope.

### RNA analysis and RNA-Seq

#### RNA analysis.

Real-time PCR analysis was performed as previously described (61). GAPDH was used as a control gene (61). Primers and probes for mouse Mgp, Hdac1–11, Ezh1, Rbbp4, Ezh2, Eed, Suz12, Kdr, vWF, Snai 1, and Cdh2 were obtained from Applied Biosystems as part of TaqMan Gene Expression Assays.

#### RNA-Seq.

Three mice from each respective group were used for the isolation of CD31^+^CD45^–^ cells from freshly prepared cerebral cell suspensions as described above. Total RNA was isolated using the RNeasy Mini Kit (QIAGEN). RNA libraries were constructed using the KAPA Stranded mRNA-Seq Kit (Roche, KK8420), followed by sequencing conducted on the Illumina NovaSeq X Plus 10B Platform at the Technology Center for Genomics & Bioinformatics at UCLA. For the alignment of reads to the mouse genome build GRCm39, Spliced Transcripts Alignment to Reference (STAR, version 2.7.10a) was employed. Concurrently with the alignment, the quantification of reads per transcript was executed. 

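The factors by which the deposited normalized counts had been divided were 0.730 and 0.799 for the control libraries and 0.923 and 1.39 for the tamoxifen libraries, each being the inverse of the value of 1 read. Median-of-ratios factors computed from the recovered reads of all listed genes were 0.789, 0.868, 0.987 and 1.51 in the same order. After the division, the normalized counts of the tamoxifen libraries summed to 0.722 of those of the control libraries. The most abundant gene in both tamoxifen libraries was Rn18s-rs5, with 1.14% and 2.20% of all normalized counts.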

Subsequently, the R package DESeq2 (version 1.36.0) was utilized to analyze RNA-Seq data. Initially, data were preprocessed to exclude genes with low counts, followed by data normalization and differential gene expression analysis. 

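The deposited table still lists 42 genes with 0 reads in all 4 libraries and 493 genes with fewer than 10 reads in total. Of its genes, 1289 had 0 reads in both control libraries and reads in the tamoxifen libraries, whereas 17 had 0 reads in both tamoxifen libraries only. At least 10 reads in every library were found for 15723 genes.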

A log_2_ fold change threshold of 1 and an FDR of 0.05 were established as cut-offs for the identification of differentially expressed genes.

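At these cut-offs, limma with BH adjustment called 9151 of the tested genes, of which 5867 were higher and 3284 lower in the tamoxifen libraries. DESeq2 on the recovered reads called 8740 genes (5694 higher, 3046 lower), and edgeR's quasi-likelihood test called 9241. The groups' libraries did not overlap for 82.3% of the tested genes, against 33.3% by chance. With the filter raised to a mean of 100 normalized counts, the alternative that moved the count most, 5934 genes were called. The largest rises among abundant genes were those of Slc38a4, Sall4, Nanog, Mpo and Stfa2l1, and the largest falls those of Gh, Prl, Tbx19, Klk1b22 and Pomc. Sall4 had 4631 normalized counts in the tamoxifen libraries against 4.68 in the control libraries, and Mpo, a neutrophil gene, 4786 against 6.44. Gh, a pituitary hormone gene, had at most 3 reads in each tamoxifen library and was at least 1857-fold lower. The control libraries differed in Gh (2560.0 and 7483 normalized counts), and without control library 2 it was at least 947-fold lower. Prl was at least 1044-fold lower.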

### Immunoblotting

Immunoblotting was performed as previously described (27). Equal amounts of tissue lysates were used for immunoblotting. Blots were incubated with specific antibodies to KDR, vWF, H4K8ac, H3, and H4 (Thermo Fisher Scientific, PA1-16613, PA5-104687, 710828, PA5-16183, and MA5-14816), SNAI1, CDH2, HDAC2, and EZH1 (Abcam, ab180714, ab76011, ab32117, ab289887), VE-cadherin, and H3K27me3 (Cell Signaling Technology, 2158 and 9733). β-Actin (Sigma-Aldrich, A2228) was used as a loading control. Densitometry was performed using ImageJ (NIH).

### Immunofluorescence

Immunofluorescence was performed as previously described (27). We used specific antibodies to HDAC2, EZH1, SNAI1, CDH2, SLUG, α-SMA, and NG2 (Abcam ab32117, ab289887, ab180714, ab76011, ab27568, ab7817, and ab255811), CD31 (Thermo Fisher Scientific, 14-0311-82), and VE-cadherin (BD Biosciences, 562243). The nuclei were stained with DAPI (Sigma-Aldrich, D9564).

### Specimens from human cerebral AVMs

Deidentified specimens were obtained from the Department of Pathology, David Geffen School of Medicine at UCLA. The specimens were not obtained specifically for this research, and none of the investigators involved in the research were able to ascertain the identity of the subjects. Sections of the specimens were subjected to immunofluorescence staining as previously described (27). Specific antibodies to HDAC2 and EZH1 (Abcam, ab32117 and ab289887) and CDH2 and PAR3 (Thermo Fisher Scientific, 33-3900 and PA5-45056) were used for the staining. ImageJ software was used to quantify the intensity of the immunofluorescence in microscopic images. Initially, images were segregated into individual channels, each rendered in grayscale (8 bit) format. Then ROIs were defined where the staining intensity would be measured. Following the optimization of the threshold, the images underwent analysis in accordance with the measurement settings, which included integrated intensity among others. The quantification of the integrated intensity at the lesion sites was then normalized to a control area, employing an identical scale factor, to determine the fold change in immunofluorescence intensity of target markers between lesion and control areas across 10 sections from each sample. Ten cases of deidentified human cerebral AVMs were used in this study. The correlation study was analyzed using Pearson’s correlation coefficient.

### Mouse surgery and cell transplantation

The murine model of hind-limb ischemia was developed as previously described (62). A 10 mm long incision in the skin was made toward the medial thigh. The femoral artery was exposed and separated from the femoral vein and nerve. Silk sutures were used to tie the proximal and distal ends of the femoral artery with double knots. CD31^+^CD45^–^CDH2^+^ or CD31^+^CD45^–^CDH2^–^ cells (5 × 10^5^) isolated from tamoxifen-injected *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mouse cerebrum were transplanted into the surgical area, and the incision was closed. Laser Doppler perfusion imaging was used to monitor the blood flow at different time points. Histology and immunostaining were used to examine the vascularization after transplantation.

### Histone acetylation and methylation screening

CD31^+^CD45^–^ cerebral ECs were isolated from mice. Histone proteins were extracted by a histone extraction kit (Abcam, ab113476) and stored at –80°C for use. Histone proteins (200 ng) were used for each assay. Histone modifications were detected using the histone modification multiplex assay kits obtained from EPIGENTEK (P-3100-96 and P-3102-96). The procedures were performed per the manufacturer’s protocols. The specific histone modifications were detected with antibodies that were measured by a color development reagent. Individual histone modifications are proportional to the intensity of absorbance, which was measured by a plate reader at a wavelength of 450 nm. Total histone 3 or 4 was used as control.

### ChIP-Seq and ChIP assay

Specific antibodies were used to perform ChIP in order to enrich the genomic DNA from cerebral ECs as described before (61). Three samples from each group were pooled for library construction, and libraries were prepared according to the manufacturer’s instructions using the KAPA DNA HyperPrep Kit (Roche, KK8502). ChIP libraries were sequenced by the Technology Center for Genomics & Bioinformatics at UCLA. Reads from each sample were aligned to the mouse genome (mm10) using Bowtie2. The Homer tool was utilized to identify enriched peaks with 0.1% FDR and an enrichment of greater than 4-fold relative to the IgG control. Peak annotation was performed to associate peaks with nearby genes and to compute tag densities. The histogram of ChIP-fragment depth was derived using tag densities relative to the combined peaks from both groups. In the ChIP experiments, specific antibodies targeting H4K8ac (Thermo Fisher Scientific, 710828) and H3K27me3 (Abcam, ab6002) were utilized. For the ChIP assay, the primers for the promoters of Kdr and Snai1 were used as previously published (41, 42).

### Statistics

The analyses were performed using GraphPad InStat, version 8.0 (GraphPad Software). Data were analyzed using either unpaired, 2-tailed Student’s t *t*est or 1-way ANOVA with Tukey’s multiple-comparisons test for statistical significance.

### Study approval

The studies were reviewed and approved by the Institutional Review Board and conducted in accordance with the animal care guidelines set by UCLA. The investigation conformed to the National Research Council’s *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011).

### Data availability

ChIP-Seq data were deposited in the Gene Expression Omnibus database (GEO GSE245171). RNA-Seq data were deposited in the GEO database (GSE262300). Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

Y Yao and KIB supervised the experiments, analyzed data, and wrote the manuscript. YZ, XW, Y Yang, LZ, XC, SC, AV, and JJ performed experiments and data analysis.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
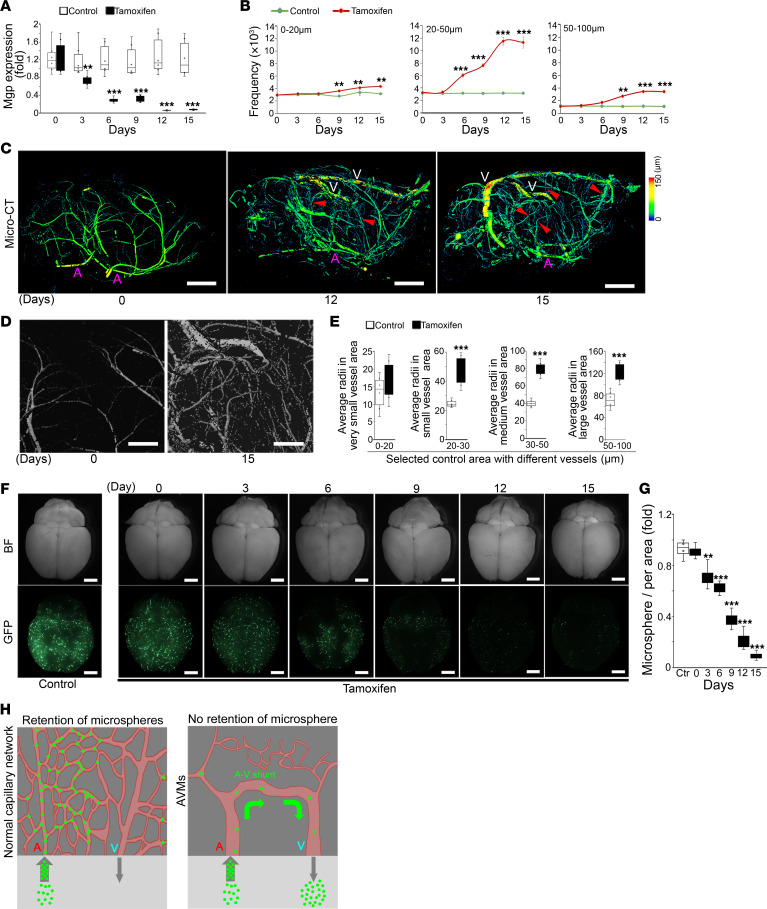
Endothelial-specific deletion of Mgp causes cerebral AVMs. (**A**) Time-course expression of Mgp in CD31^+^CD45^–^ cerebral ECs isolated from *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mice treated with or without tamoxifen (*n* = 6). (**B**) Time course for frequency of brain vessels with different radii in *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mice treated with or without tamoxifen, as determined by micro-CT imaging (*n* = 6). (**C**) Micro-CT imaging of brain vasculature in *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mice on days 12 and 15 after treatment with tamoxifen. Day 0 represents the control treatment. Arrowheads represent A-V shunts. A, artery. V, vein. Scale bars: 1 mm. (**D**) Highlight of A-V shunts on day 15 after treatment with tamoxifen compared with control. Scale bars: 0.5 mm. (**E**) Average radii of vessels in corresponding areas in the control group and tamoxifen-injected group (*n* = 6). (**F** and **G**) A-V shunting as demonstrated by fluorescent microsphere passage with quantitation of retained fluorescent microspheres in the brains of *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mice from day 0 to 15 after treatment with tamoxifen (*n* = 4). BF, bright field. Scale bars: 1 mm. (**H**) Schematic diagram of fluorescent microsphere passage. Data represented in **A**, **B**, and **G** were analyzed for statistical significance by ANOVA with post hoc Tukey’s test. Data represented in **E** were analyzed for statistical significance by unpaired, 2-tailed Student’s *t* test. The bounds of the boxes show upper and lower quartiles with data points. The lines in the boxes show the medians. Error bars represent maximal and minimal values. **P < 0.001; ***P < 0.0001.

**Figure 2:**
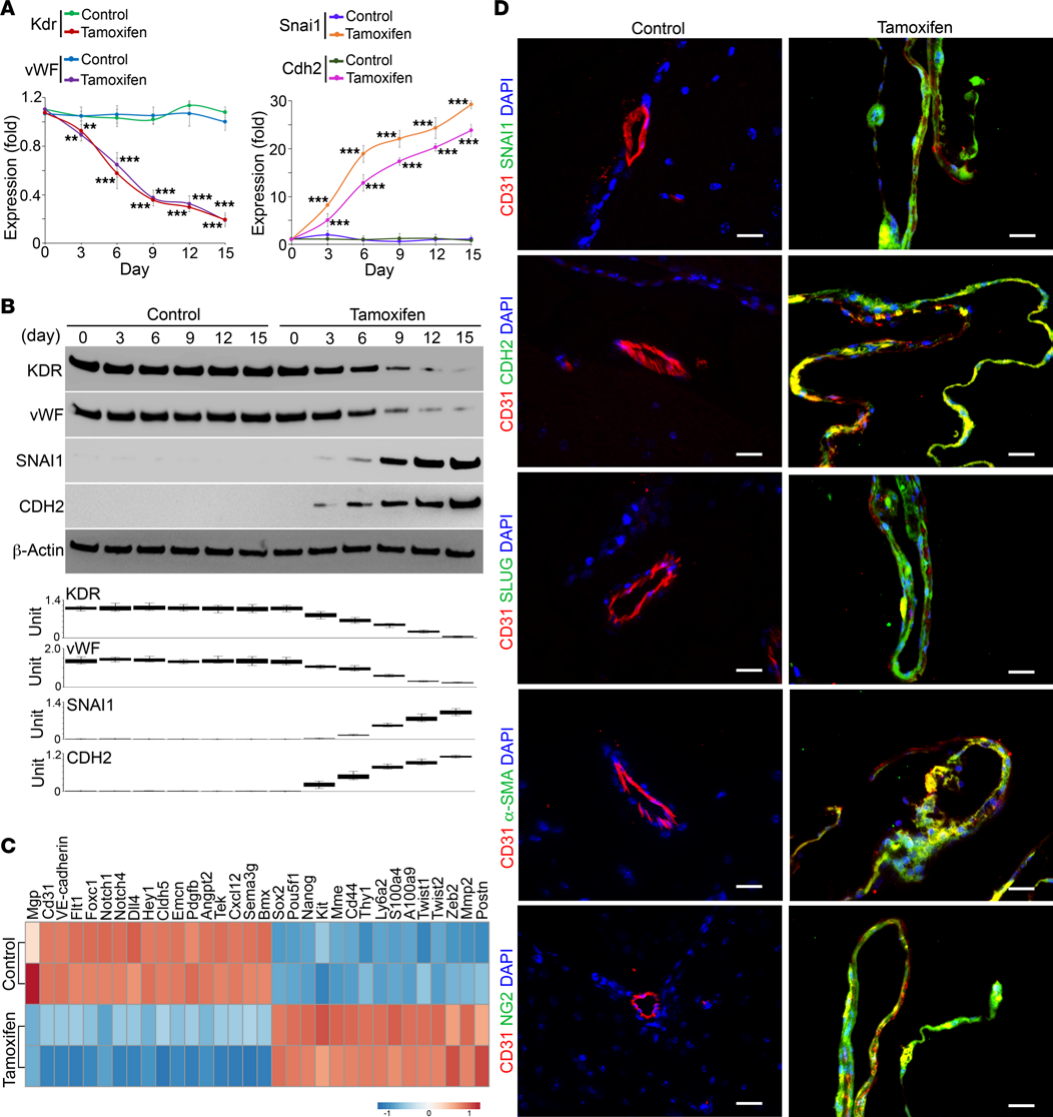
Mgp-deleted cerebral ECs acquire mesenchymal markers. (**A** and **B**) Time-course expression of endothelial and mesenchymal markers in CD31^+^CD45^–^ cerebral ECs isolated from *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mice treated with or without tamoxifen, shown by real-time PCR (**A**) and immunoblotting with densitometry (**B**) (*n* = 6). (**C**) Heatmap of the RNA-Seq of CD31^+^CD45^–^ cerebral ECs isolated from *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mice on day 9 after treatment with or without tamoxifen. Each row of the heatmap represents an independent group in which the cells were isolated and pooled from 3 mice. Marker genes were differentially expressed, with statistical significance set at an adjusted *P* value of less than 0.05. (**D**) Coimmunostaining of endothelial marker CD31 and mesenchymal markers in the cerebrums of *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mice on day 15 after treatment with or without tamoxifen (*n* = 6). Scale bars: 20 μm. Data represented in **A** were analyzed for statistical significance by ANOVA with post hoc Tukey’s test. The bounds of the boxes show upper and lower quartiles with data points. The lines in the boxes show the medians. Error bars represent maximal and minimal values. **P < 0.001; ***P < 0.0001.

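All 30 genes of the heatmap that match a gene symbol passed an adjusted p of 0.05, with limma's BH-adjusted p between 8.09e-07 for S100a9 and 0.00125 for Kit. Adjusted over the list alone, 16 of 16 endothelial and 14 of 14 such mesenchymal and stem cell genes passed. This is not independent evidence, because the legend describes the marker genes as differentially expressed and the heatmap shows these libraries. All 30 also had a log2 fold change over 1 in size. Notch1 came below that size under each of both other scalings of the libraries, with -0.91 after rescaling to equal totals and -0.69 after quantile normalization. The label Ly6a2 in the heatmap matches no gene symbol with certainty. Ly6a had 41571 normalized counts in the control libraries and 4819.6 in the tamoxifen libraries.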

**Figure 3:**
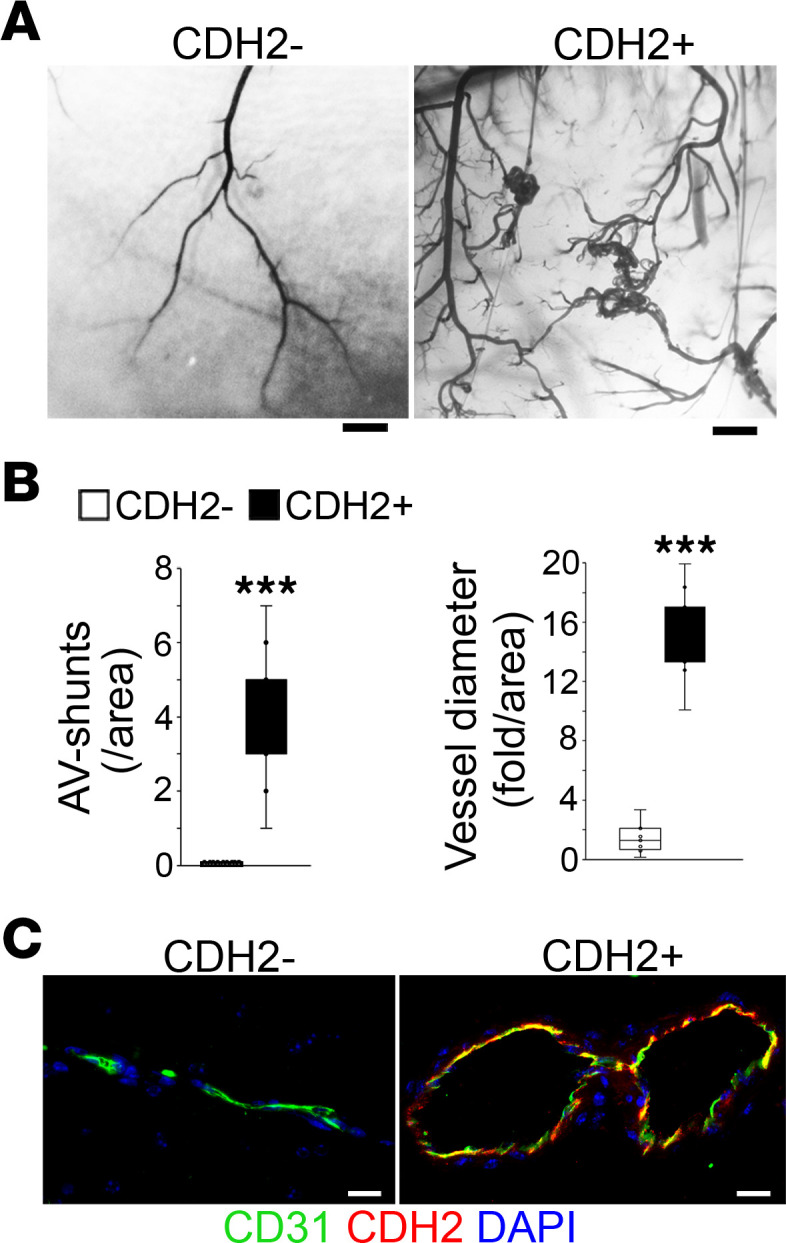
Mgp-deleted cerebral ECs acquire mesenchymal markers and cause vascular malformations during vascular repair. (**A**) Latex dye staining with tissue clearing at the repairing sites after EC transplantation (*n* = 9). Scale bars: 300 μm. (**B**) Quantification of A-V shunts and vessel diameters after tissue clearing at the repair sites after EC transplantation (*n* = 6). (**C**) Coimmunostaining of CD31, CDH2, and DAPI after tissue clearing at the repair sites after EC transplantation. Scale bars: 50 μm. Data represented in **B** were analyzed for statistical significance by unpaired, 2-tailed Student’s *t* test. The bounds of the boxes show upper and lower quartiles with data points. The lines in the boxes show the medians. Error bars represent maximal and minimal values. ***P < 0.0001.

**Figure 4:**
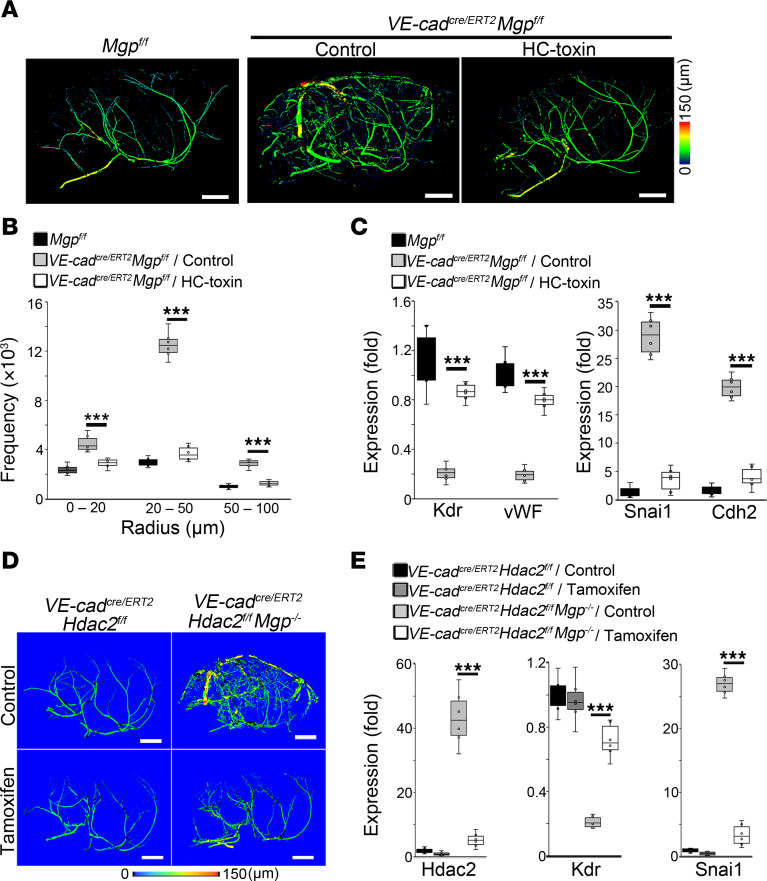
Limiting HDAC2 prevents cerebral ECs from undergoing mesenchymal differentiation and reduces cerebral AVMs. (**A**) Micro-CT imaging of brain vasculature in *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mice treated with tamoxifen in combination of HC toxin (*n* = 6). Scale bar: 1 mm. (**B**) Frequency of vessels with different radii in the cerebrums of *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mice treated with tamoxifen in combination with HC toxin as determined by micro-CT imaging (*n* = 6). (**C**) Expression of endothelial and mesenchymal markers in CD31^+^CD45^–^ cerebral ECs isolated from *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mice after treatment with a combination of tamoxifen and HC toxin, as determined by real-time PCR (*n* = 6). (**D**) Micro-CT imaging of brain vasculature in *VE-cadherin^cre/ERT2^Hdac2^fl/fl^Mgp^–/–^* mice and *VE-cadherin^cre/ERT2^Hdac2^fl/fl^* mice treated with tamoxifen (*n* = 6). Scale bars: 1 mm. (**E**) Expression of endothelial and mesenchymal markers in CD31^+^CD45^–^ cerebral ECs isolated from *VE-cadherin^cre/ERT2^Hdac2^fl/fl^Mgp^–/–^* mice and *VE-cadherin^cre/ERT2^Hdac2^fl/fl^* mice treated with tamoxifen, as determined by real-time PCR (*n* = 6). Data represented in **B**, **C**, and **E** were analyzed for statistical significance by ANOVA with post hoc Tukey’s test. The bounds of the boxes show upper and lower quartiles with data points. The lines in the boxes show the medians. Error bars represent maximal and minimal values. ***P < 0.0001.

**Figure 5:**
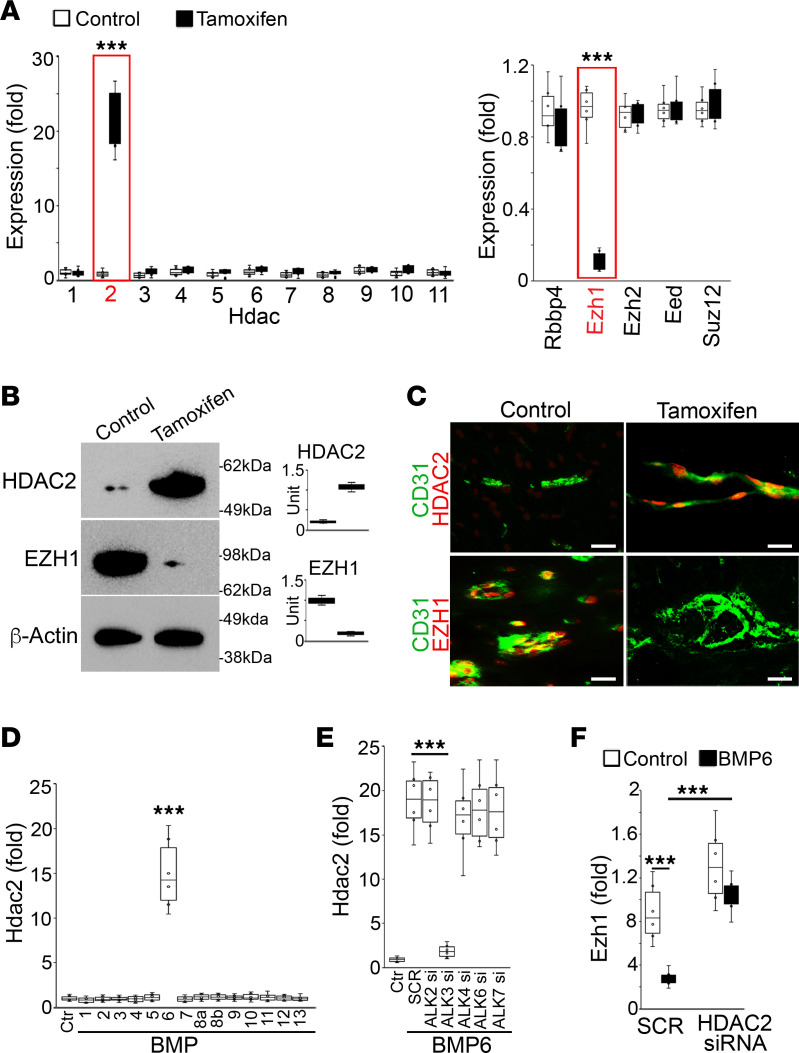
Alterations in the expression of HDAC2 and EZH1 in cerebral ECs after Mgp deletion. (**A**) Expression of Hdac1 to -11, Ezh1, Rbbp4, Ezh2, Eed, and Suz12 in CD31^+^CD45^–^ cerebral ECs isolated from *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mice treated with or without tamoxifen, as determined by real-time PCR (*n* = 6). (**B**) Expression of HDAC2 and EZH1 in CD31^+^CD45^–^ cerebral ECs isolated from *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mice treated with or without tamoxifen, as determined by immunoblotting. β-Actin was used as loading control. (**C**) Coimmunostaining of HDAC2 and EZH1 with CD31 in the cerebral vasculature of *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mice treated with or without tamoxifen (*n* = 8). Scale bars: 50μm. (**D**) BMP-6–induced Hdac2 in HBMECs as shown by real-time PCR (*n* = 6). (**E**) Depletion of ALK-3 abolished the induction of Hdac2 in BMP-6–treated HBMECs (*n* = 6). (**F**) BMP-6 reduced Ezh1, and Hdac2 depletion restored Ezh1 expression (*n* = 6). Data represented in **A** and **F** were analyzed for statistical significance using unpaired, 2-tailed Student’s *t* test. Data represented in **D** and **E** were analyzed for statistical significance using ANOVA with post hoc Tukey’s test. The bounds of the boxes show upper and lower quartiles with data points. The lines in the boxes show the medians. ***P < 0.0001.

**Figure 6:**
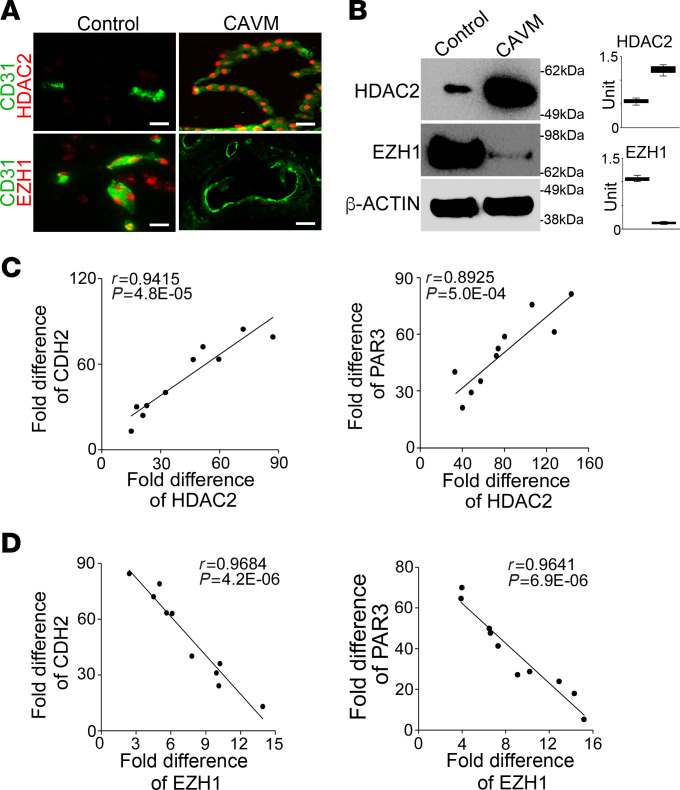
Alterations in HDAC2 and EZH1 in human cerebral AVMs correlate with the induction of mesenchymal markers and lumen enlargement. (**A**) Coimmunostaining of HDAC2 and EZH1 with CD31 in human cerebral AVMs (*n* = 5). Scale bars: 50 μm. (**B**) Expression of HDAC2 and EZH1 in human cerebral AVMs, as determined by immunoblotting (*n* = 5). β-Actin was used as loading control. (**C**) Correlation between the fold increase in the expression of the mesenchymal marker CDH2 and the lumen-associated gene PAR3 with HDAC2 in human cerebral AVMs (*n* = 10). (**D**) Correlation between the fold change in the expression of the mesenchymal marker CDH2 and the lumen-associated gene PAR3 with EZH1 in human cerebral AVMs (*n* = 10). Data represented in **C** and **D** were analyzed using Pearson’s correlation coefficient.

**Figure 7:**
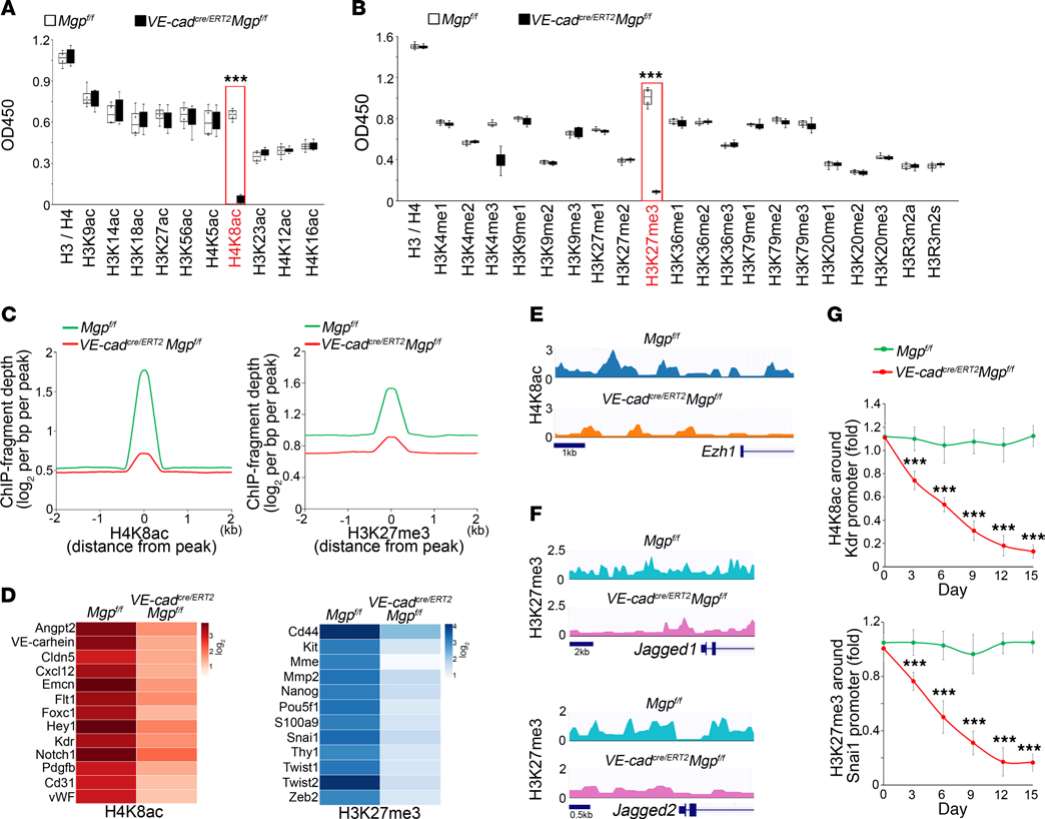
Alterations in H4K8ac and H3K27me3 in gene regulations of endothelial and mesenchymal differentiation. (**A** and **B**) Histone acetylation (**A**) and methylation (**B**) in CD31^+^CD45^–^ cerebral ECs isolated from *VE-cadherin^cre/ERT2^Mgp^fl/fl^* mice treated with tamoxifen. *Mgp^fl/fl^* mice were used as control (*n* = 4). (**C**) ChIP-Seq of H4K8ac and H3K27me3 in CD31^+^CD45^–^ cerebral ECs isolated from *VE-cadherin^cre/ERT2^Mgp^fl/fl^* and *Mgp^fl/fl^* mice treated with tamoxifen. (**D**) Heatmap of the occupancy of H4K8ac around the regulatory regions of endothelial markers and of H3K27me3 around the regulatory regions of mesenchymal and stem cell markers. Each ChIP library was constructed using cells isolated and pooled from 3 mice. Peaks were identified with more than 4-fold enrichment and an FDR of 0.1% compared with controls; log_2_-transformed peak densities were then used to generate occupancy heatmaps. (**E**) Plots of the occupancy of H4K8ac at the Ezh1 gene locus from ChIP-Seq data. (**F**) Plots of the occupancy of H3K27me3 at the Jagged1 and Jagged2 gene loci from ChIP-Seq data. (**G**) Time course of ChIP assays of H4K8ac and H3K27me3 in the promoters of Kdr and Snai1 in CD31^+^CD45^–^ cerebral ECs isolated from *VE-cadherin^cre/ERT2^Mgp^fl/fl^* and *Mgp^fl/fl^* mice treated with tamoxifen (*n* = 6). Data represented in **A** and **B** were analyzed for statistical significance using unpaired, 2-tailed Student’s *t* test. Data represented in **G** were analyzed for statistical significance using ANOVA with post hoc Tukey’s test. The bounds of the boxes show upper and lower quartiles with data points. The lines in the boxes show the medians. Error bars represent maximal and minimal values. ***P < 0.0001.

**Figure 8:**
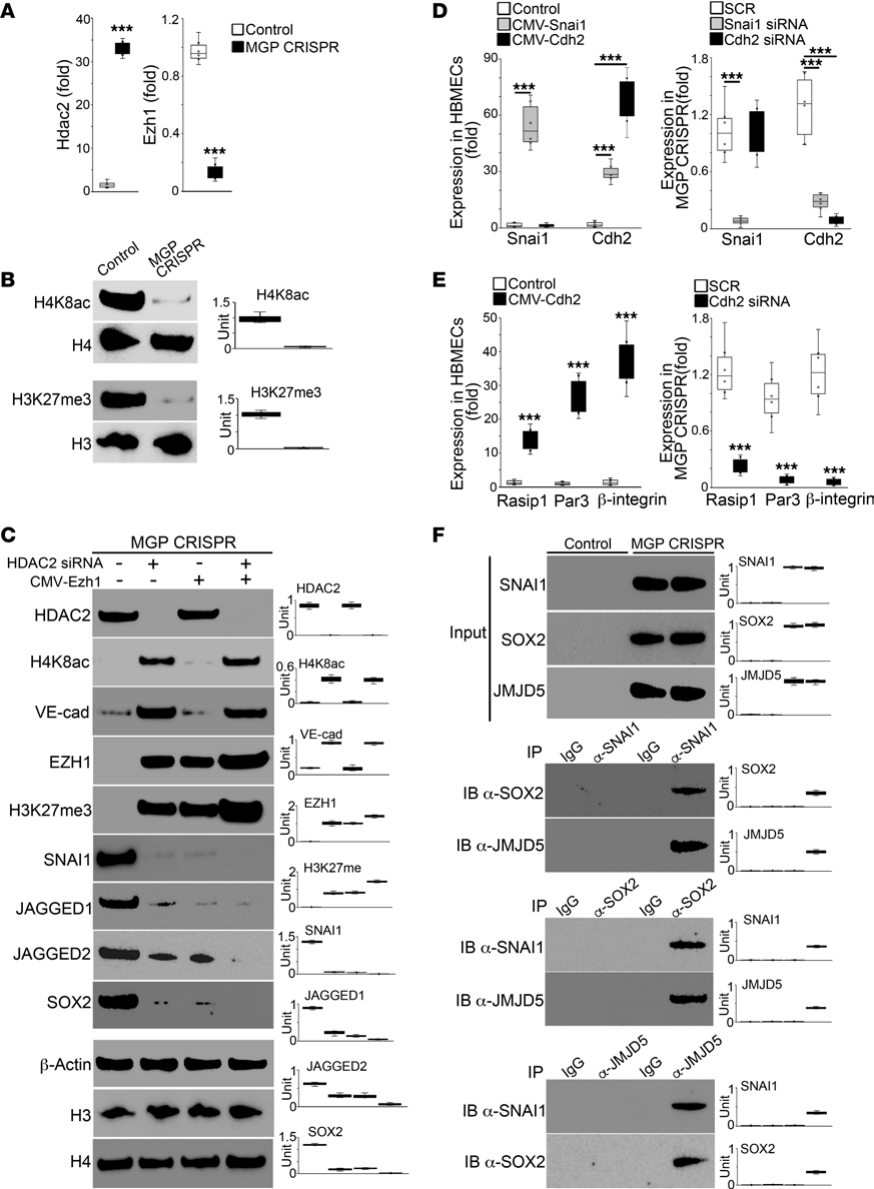
Alterations in HDAC2 and EZH1 cause changes in H4K8ac and H3K27me3 in the regulation of endothelial and mesenchymal differentiation. (**A**) Expression of Hdac2 and Ezh1 in MGP CRISPR cells and control HBMECs shown by real-time PCR (*n* = 6). (**B**) Abundance of H4K8ac and H3K27me3 in MGP CRISPR cells and control HBMECs shown by immunoblotting with densitometry. H3 and H4 were used as loading controls. (**C**) Expression of HDAC2, VE-cadherin, SNAI1, EZH1, JAGGED1, JAGGED2, and SOX2 and abundance of H4K8ac and H3K27me3 in MGP CRISPR cells after transfection with HDAC2 siRNA or infection with CMV-Ezh1 lentivirus or a combination of both, as shown by immunoblotting with densitometry. CMV, cytomegalovirus promoter. β-Actin, H3, and H4 were used as loading controls. (**D**) Expression of Snai1 and Cdh2 in HBMECs or MGP CRISPR cells after overexpression or depletion of Snai1 and Cdh2 (*n* = 6). (**E**) Expression of lumen-associated genes in HBMECs or MGP CRISPR cells after overexpression or depletion of Cdh2 (*n* = 6). (**F**) Immunoblotting with densitometry after coimmunoprecipitation with anti-SNAI1, anti-SOX2, or anti-JMJD5 antibodies in HBMECs or MGP CRISPR cells. Data represented in **A** and **E** were analyzed for statistical significance using unpaired, 2-tailed Student’s *t* test. Data represented in **D** were analyzed for statistical significance using ANOVA with post hoc Tukey’s test. The bounds of the boxes show upper and lower quartiles with data points. The lines in the boxes show the medians. Error bars represent maximal and minimal values. ***P < 0.0001.

# Supplementary material for: Inhibition of endothelial histone deacetylase 2 shifts endothelial-mesenchymal transitions in cerebral arteriovenous malformation models
**Source:** J Clin Invest. 2024 May 23;134(15):e176758. doi: 10.1172/JCI176758
**Supplement:** Supplemental data

**Inhibition of Endothelial Histone Deacetylase 2 Shifts Endothelial-Mesenchymal  
Transitions in Cerebral Arteriovenous Malformation Models**

Yan Zhao, Ph.D.<sup>1\*</sup>, Xiuju Wu, M.D., Ph.D.<sup>1\*</sup>, Yang Yang, M.D., Ph.D.<sup>1\*</sup>, Li Zhang, Ph.D.<sup>1</sup>, Xinjiang Cai, M.D., Ph.D.<sup>1</sup>, Sydney Chen, B.S.<sup>1</sup>, Abigail Vera, B.S.<sup>1</sup>, Jaden Ji, B.S.<sup>1</sup>, Kristina I. Boström, M.D., Ph.D.<sup>1, 2, 3</sup>, and Yucheng Yao, M.D., Ph.D.<sup>1, 3</sup>

\*Equal contribution

Division of Cardiology, David Geffen School of Medicine at UCLA

Box 951679, Los Angeles, CA 90095-1679

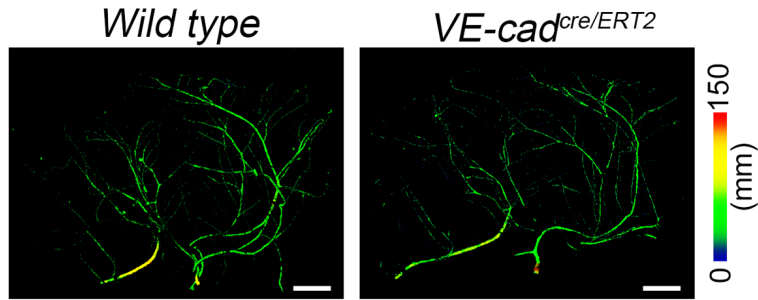

Supplemental Figure S1

Micro-CT imaging of wild type and VE-cadherin<sup>cre/ERT2</sup> mice with tamoxifen injection.

| Activated Snai1 | Independent compound |          |          |          |          |          |          |          |          |          |          |          |          |          |          |          |          |          |          |          |          |          |         |  |  |  |  |  |  |  |  |  |  |  |  |  | Inactivated Snai1 |
|-----------------|----------------------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|---------|--|--|--|--|--|--|--|--|--|--|--|--|--|-------------------|
| 339.9482        | 283.5370             | 323.5156 | 320.0423 | 319.2658 | 339.1712 | 322.8387 | 329.1841 | 337.1434 | 314.7994 | 337.2784 | 318.3127 | 341.0561 | 352.1839 | 330.7689 | 309.4726 | 320.8978 | 299.6902 | 316.0641 | 326.6843 | 321.4144 | 330.2672 | 331.7101 | 24.3637 |  |  |  |  |  |  |  |  |  |  |  |  |  |                   |
| 348.8233        | 331.8138             | 353.0361 | 321.1388 | 338.5302 | 324.5264 | 326.3737 | 320.3897 | 325.7608 | 322.7522 | 318.8831 | 332.5648 | 317.6454 | 326.2438 | 321.4900 | 318.2944 | 333.9698 | 319.2480 | 312.8644 | 335.7097 | 327.2361 | 310.7715 | 327.7574 | 34.6074 |  |  |  |  |  |  |  |  |  |  |  |  |  |                   |
| 354.4205        | 332.2623             | 328.2005 | 318.7766 | 325.4468 | 325.0413 | 323.2277 | 313.8918 | 310.9518 | 316.0255 | 324.2983 | 320.8155 | 322.3865 | 318.0473 | 312.4231 | 309.8310 | 325.8436 | 315.3327 | 333.3608 | 327.9415 | 316.3968 | 315.5872 | 317.1495 | 43.6261 |  |  |  |  |  |  |  |  |  |  |  |  |  |                   |
| 347.3846        | 330.9077             | 323.6816 | 324.1082 | 322.9455 | 323.2959 | 323.9694 | 365.9138 | 322.2428 | 316.1196 | 319.8519 | 318.3161 | 327.2636 | 317.5969 | 341.8532 | 333.9634 | 320.5163 | 307.2141 | 316.7248 | 309.9518 | 327.3884 | 318.3051 | 323.1139 | 33.9391 |  |  |  |  |  |  |  |  |  |  |  |  |  |                   |
| 354.1666        | 332.1008             | 320.2708 | 327.0538 | 323.5739 | 320.4033 | 310.6138 | 326.2853 | 322.9112 | 319.1384 | 317.0486 | 327.8045 | 334.3002 | 327.3511 | 317.1831 | 327.9630 | 248.6350 | 311.5184 | 334.1249 | 309.7899 | 336.8532 | 328.0541 | 318.6379 | 43.0705 |  |  |  |  |  |  |  |  |  |  |  |  |  |                   |
| 360.4470        | 321.5040             | 316.8941 | 318.2272 | 344.5025 | 309.9136 | 313.3772 | 314.6861 | 336.0274 | 326.6807 | 319.1311 | 322.4761 | 320.1853 | 323.5587 | 347.7798 | 320.6520 | 321.3429 | 319.5539 | 331.3681 | 331.4874 | 320.5424 | 332.3518 | 322.5947 | 38.9286 |  |  |  |  |  |  |  |  |  |  |  |  |  |                   |
| 351.6304        | 321.4676             | 330.9426 | 325.1324 | 320.7143 | 321.8349 | 337.4077 | 323.9597 | 327.4470 | 328.8337 | 317.1691 | 329.1943 | 328.5476 | 329.8268 | 312.9420 | 308.4222 | 320.7876 | 320.1346 | 321.0126 | 337.7376 | 330.0355 | 320.3746 | 328.7085 | 46.2384 |  |  |  |  |  |  |  |  |  |  |  |  |  |                   |
| 341.3753        | 333.8876             | 319.9263 | 312.2554 | 321.9034 | 318.5967 | 320.6778 | 315.5305 | 327.7511 | 323.6970 | 330.9672 | 323.1543 | 317.7736 | 327.4431 | 307.0642 | 324.2638 | 321.5585 | 320.9885 | 328.4014 | 341.2357 | 314.1849 | 310.2999 | 335.1769 | 39.4548 |  |  |  |  |  |  |  |  |  |  |  |  |  |                   |
| 332.3551        | 339.3044             | 318.1175 | 320.0853 | 324.4487 | 318.4532 | 319.1221 | 329.4369 | 310.7704 | 323.3996 | 334.3271 | 274.0007 | 315.7166 | 330.9982 | 319.0500 | 317.1888 | 329.3977 | 339.7642 | 319.4662 | 322.4916 | 325.8906 | 313.7724 | 325.1904 | 45.7331 |  |  |  |  |  |  |  |  |  |  |  |  |  |                   |
| 335.5417        | 330.6268             | 325.4139 | 333.8625 | 325.4631 | 321.3950 | 316.5108 | 299.2034 | 309.1760 | 312.5683 | 310.3817 | 314.3239 | 332.8176 | 329.8848 | 315.9303 | 317.3716 | 320.8934 | 333.6879 | 331.3007 | 311.3401 | 313.6141 | 326.0093 | 321.1018 | 47.9272 |  |  |  |  |  |  |  |  |  |  |  |  |  |                   |
| 351.1190        | 323.6530             | 313.9511 | 318.3164 | 326.5205 | 324.8589 | 320.5033 | 351.4052 | 316.7990 | 320.5007 | 327.1899 | 322.5138 | 317.4155 | 329.7774 | 336.4242 | 325.3459 | 330.3408 | 316.7448 | 323.8758 | 337.3058 | 314.5974 | 322.4558 | 311.8156 | 37.9958 |  |  |  |  |  |  |  |  |  |  |  |  |  |                   |
| 352.9757        | 336.0399             | 326.3870 | 311.8036 | 322.9938 | 317.4816 | 308.9198 | 323.1920 | 321.4255 | 323.8575 | 315.4744 | 313.1173 | 328.5075 | 314.9607 | 323.0546 | 311.8661 | 325.5503 | 318.3502 | 320.4430 | 317.1734 | 313.4104 | 315.9539 | 326.4998 | 30.1361 |  |  |  |  |  |  |  |  |  |  |  |  |  |                   |
| 335.7285        | 321.6567             | 320.5460 | 333.6260 | 324.4978 | 318.1482 | 312.3476 | 318.1251 | 310.5165 | 325.1432 | 325.1739 | 326.1084 | 315.2314 | 327.3649 | 336.6576 | 314.4740 | 324.4502 | 324.6146 | 323.7812 | 323.3783 | 328.8527 | 222.1533 | 310.7977 | 35.0380 |  |  |  |  |  |  |  |  |  |  |  |  |  |                   |
| 342.2017        | 334.8776             | 354.1143 | 319.0226 | 315.4612 | 315.6131 | 324.1544 | 320.4689 | 331.0269 | 329.4576 | 321.4679 | 311.7760 | 334.3513 | 317.9085 | 311.2857 | 347.0239 | 322.1369 | 316.2576 | 311.7477 | 314.9386 | 309.2548 | 318.8706 | 320.0590 | 23.2896 |  |  |  |  |  |  |  |  |  |  |  |  |  |                   |
| 347.4648        | 334.7757             | 327.9123 | 321.1269 | 318.4898 | 314.1931 | 316.9266 | 315.1817 | 318.4524 | 326.8603 | 326.1614 | 312.6928 | 323.7726 | 326.0925 | 314.4015 | 312.2283 | 332.5499 | 316.7825 | 315.0587 | 315.6396 | 320.7440 | 312.1197 | 313.8951 | 33.3786 |  |  |  |  |  |  |  |  |  |  |  |  |  |                   |
| 369.9179        | 284.4419             | 316.9998 | 343.9060 | 326.9169 | 332.5773 | 331.2875 | 323.6738 | 314.7110 | 315.7801 | 332.1148 | 329.4448 | 330.4068 | 342.4033 | 316.4610 | 324.4127 | 335.2259 | 319.1392 | 324.1424 | 323.5040 | 321.5917 | 321.1864 | 325.3391 | 18.9779 |  |  |  |  |  |  |  |  |  |  |  |  |  |                   |

Supplemental Figure S2

Compound screening for reducing Snai1 expression. Star, GFP level of HC-toxin treatment.

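The screen reads the activity of the Snai1 promoter as GFP brightness in cells that carry the promoter in front of the GFP gene, so a compound that lowers Snai1 transcription lowers the brightness. Its table holds 16 wells with the promoter active, 16 wells with it inactive and 352 wells with compounds. Computed from those values, the median was 348 with the promoter active, 36.5 with it inactive and 322 over the compounds. The lowest compound well was at 222 and the next lowest at 249. The table does not name the compound in each well.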

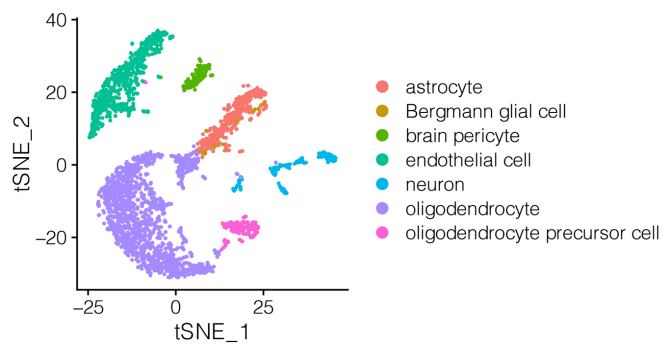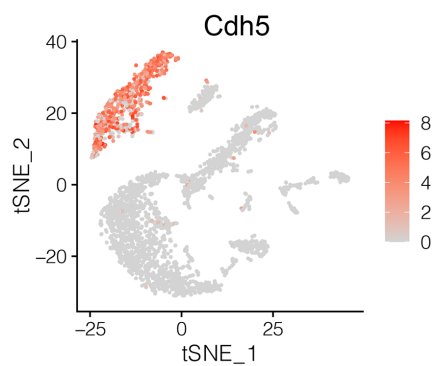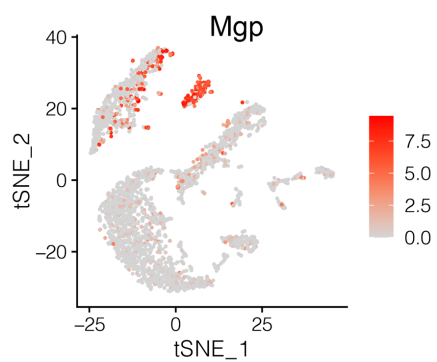

Supplemental Figure S3

*MGP* expression in cell clusters shown by single-cell RNA sequencing.

How the deposited data were processed for this re-analysis (not part of the article)

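RNA-Seq was analysed for CD31+CD45- cerebral cells of VE-cadherin cre/ERT2Mgp fl/fl mice on day 9, with 2 control and 2 tamoxifen libraries from 3 pooled mice each. The sample labels give the genotype and the treatment, and the paper gives the day, dose and pooling. The columns of the table carry the letters A and C with a number. C was read as control and A as AVM, the lesion that follows tamoxifen, although the labels say treated and give no A. The first lines of the table, with the endothelial gene Sox17 lower under A, had been seen when this was written down. The reading rests on the letters and not on these values, but it was not blind to them. No other column of values was present.

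The authors aligned reads with STAR 2.7.10a to GRCm39, quantified reads during alignment, excluded genes with low counts and normalized with DESeq2 1.36.0. The paper's text does not name the annotation release, the strand setting or the low-count limit. The deposited values are a signal per gene, namely read counts that the authors divided by one factor per library. Whole reads were recovered from the smallest step in each column, with 100% of values whole. Reads on genes ranged from 35387438 to 49799321 per library. A value at or below 3 reads was taken as the floor, and a fold against a group with all libraries there is given as a lower bound. These limits cover counting error only. Gene locations, GC content and transcript length came from GENCODE M39, in which 24531 of the 24873 listed genes were found by symbol or identifier.

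The main test was limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend) on log2(normalized count + 1) for genes with a mean of at least 10 normalized counts, with BH adjustment. Genes were counted as differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change over 1. Marker lists were tested with limma's camera (preset correlation 0.01) and fry, with BH adjustment over the lists. Each list's median was also placed among 10000 random lists of the same size and expression. The lists covered endothelial genes, transition genes, pluripotency, pericyte and smooth muscle, fibroblast, neuron, astrocyte, oligodendrocyte, oligodendrocyte precursor, microglia and macrophage, neutrophil, lymphocyte, erythrocyte, ependymal and choroid plexus, cell cycle, immediate early and heat shock, mitochondrial, Y chromosome, X inactivation and BMP target genes, besides the 2 lists of Figure 2C. These 22 lists, the main test, the thresholds and the alternatives were fixed before the data were examined. Tests and lists were run in Python 3.11.15 and R, and copies of mitochondrial genes, of Nanog and of Pou5f1 were searched in the nuclear chromosomes with blastn 2.17.0.

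On data simulated from the libraries' means and depths with 200 changed genes, limma called 168 of the 199 changed genes tested, none in the wrong direction, and 8 unchanged genes. The simulation used the same dispersion (0.0539) for all genes and the exact scaling factors. In the real libraries 9151 genes were called and their split followed the scaling, so the simulation does not give the error rate there. The alternatives were pseudocounts of 0.5 and 5, no filter, a filter at a mean of 100, rescaling to equal totals, quantile normalization, no trend, the replicate number as a block, edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads, each library left out in turn, and the adjusted p alone.

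Several choices were made after values had been seen. The stability of a single gene is judged by the adjusted p alone, the criterion of the Figure 2C legend, and not by both thresholds. This was settled after Mgp had been seen under quantile normalization, where its adjusted p is under 0.05 but its fold change is under the size limit. The rule that selects lists for a closer look (not in Figure 2C, higher, and past both camera and fry) was written after the list results had been seen. Before the fits, 24 gene groups of other tissues and the largest rises and falls were also looked through. The pituitary, skeletal muscle and B-cell precursor lists were written from what differed there and are adjusted as a family of 3, which does not count the groups looked through and makes their p-values too small. Ptprc and Tsix were looked up as well. Of 25 tests of explanations, 23 were chosen after the result was seen, the others being those of mitochondrial copies and of copies of Nanog. The tests of deeper sequencing, of blood as the only cause, of GC content and transcript length, and of copies of Nanog and Pou5f1 replaced others whose values had been seen. Removal of a trend with GC content and length, set beforehand, was dropped because it shifted nearly all lists alike. The limits for copies of Nanog and Pou5f1 were set before the search, and for Pou5f1, which did not meet them, the test was replaced again. The limit of 80% of a list's genes that counts a candidate cell source as present was also set after values had been seen. The model fits were run more than once, always with the same settings, and values of the count models are rounded to 5 digits.

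The genes named are those of Figure 2C, the mouse genes the paper measures by another assay or names as regulators, the 5 largest rises and falls among abundant genes past both thresholds, and the most abundant members of the marker lists, of which some are not reported here. The chromatin, human and staining experiments and the other time points were not analysed here.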

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

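The tests of explanations in this part were chosen after the results were seen, except that of copies of Nanog. The Nanog test replaced another whose value had been seen, but its limits were set before the search for copies. The 11 lists were picked because each lies outside Figure 2C and was higher in the tamoxifen libraries past both camera and fry.

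Marker genes of cells outside the vessel wall, and cell cycle genes, were higher in the tamoxifen libraries. The median log2 fold changes were 8.70 for pluripotency genes, 8.21 for neutrophil, 6.40 for cell cycle, 3.98 for lymphocyte, 3.68 for fibroblast, 3.63 for oligodendrocyte precursor, 3.51 for ependymal and choroid plexus, 2.87 for astrocyte, 2.56 for erythrocyte, 2.37 for oligodendrocyte and 1.43 for microglia and macrophage genes. With genes at the floor set to their bound, the oligodendrocyte median was 2.20 and the others did not change. Over these lists the BH-adjusted p ranged from 1.54e-07 to 0.0119 with limma's camera and from 0.00440 to 0.0418 with fry. These lists were selected for passing both, and some do not pass fry in other settings. Its BH-adjusted p was 0.0504 after quantile normalization and 0.0652 with edgeR for astrocyte genes (range 0.0394 to 0.0878). For microglia and macrophage genes it was 0.108 and 0.0579 (range 0.0308 to 0.182), and for ependymal and choroid plexus genes 0.0548 with edgeR (range 0.0311 to 0.0879). The medians lay at percentile 87.7 of random lists for microglia and macrophage genes and 93.7 for oligodendrocyte genes, and at 99.05 or above for the other lists. The paper does not report these genes, apart from S100a9 of the neutrophil list.

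In normalized counts, the most abundant pluripotency genes were Klf4 at 21758 in the control and 8062 in the tamoxifen libraries, and Tdgf1 at 21.9 in the control and 10124 in the tamoxifen libraries. The most abundant neutrophil genes were S100a9 at 82.5 in the control and 32215 in the tamoxifen libraries, and Ngp at 61.4 in the control and 24203 in the tamoxifen libraries. For the cell cycle they were Mki67 at 385 in the control and 31644 in the tamoxifen libraries, and Top2a at 258 in the control and 26677 in the tamoxifen libraries, and for lymphocytes Cd79b at 12.4 in the control and 838 in the tamoxifen libraries, and Cd79a at 26.6 in the control and 742 in the tamoxifen libraries. For fibroblasts they were Col1a1 at 431 in the control and 26538 in the tamoxifen libraries, and Col1a2 at 1167 in the control and 22342 in the tamoxifen libraries, and for oligodendrocyte precursors Ptprz1 at 1712 in the control and 26473 in the tamoxifen libraries, and Cspg5 at 643 in the control and 8468 in the tamoxifen libraries. For ependymal and choroid plexus cells they were Ttr at 1950.4 in the control and 24299.8 in the tamoxifen libraries, and Enpp2 at 5852 in the control and 15219 in the tamoxifen libraries. Among the most abundant astrocyte genes was Slc1a2 at 14581 in the control and 112261 in the tamoxifen libraries. The most abundant erythrocyte genes were Hbb-bs at 20762 in the control and 80972 in the tamoxifen libraries, and Slc4a1 at 240.3 in the control and 23823 in the tamoxifen libraries. Among the most abundant oligodendrocyte genes was Cnp at 954 in the control and 2504 in the tamoxifen libraries, and among those of microglia and macrophages Csf1r at 794 in the control and 1296 in the tamoxifen libraries.

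For several of these genes 1 library decides the mean. In tamoxifen libraries 1 and 2, Ttr had 7069.6 and 41530, Enpp2 7083 and 23355, Ptprz1 14320.2 and 38626, Cspg5 5111 and 11825 and Slc1a2 69316 and 155205 normalized counts. In control libraries 1 and 2, Ttr had 793 and 3108, Hbb-bs 13778 and 27747 and Slc4a1 130.1 and 350.4. Enpp2 was higher in both tamoxifen libraries but was not called (limma, BH-adjusted p = 0.0687). Of the 7 tested oligodendrocyte precursor genes, 6 were higher in both tamoxifen libraries. Gpr17 was lower, at 1296 in the control and 127 in the tamoxifen libraries.

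The control libraries also held RNA of part of these lists. A mean of at least 100 normalized counts in the control libraries was reached by 1 of 12 tested pluripotency genes, 1 of 10 tested neutrophil genes, 6 of 10 tested cell cycle genes, 0 of 8 tested lymphocyte genes, 7 of 10 tested fibroblast genes, 5 of 7 tested oligodendrocyte precursor genes, 4 of 8 tested ependymal and choroid plexus genes, 11 of 11 tested astrocyte genes, 6 of 7 tested erythrocyte genes, 3 of 8 tested oligodendrocyte genes, 9 of 12 tested microglia and macrophage genes. The 1 pluripotency gene was Klf4, which was lower in both tamoxifen libraries. The 1 neutrophil gene was Lcn2, at 703 in the control libraries. A single gene of a list is weak evidence for RNA of its cell type in the control libraries. The fibroblast list shares 4 genes with other lists, and the neutrophil, astrocyte and oligodendrocyte precursor lists share 1 gene each, which for neutrophils is S100a9 from Figure 2C.

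Several explanations were tested. A mesenchymal transition of the endothelial cells as the whole cause is argued against by the neutrophil median of 8.21. Blood left in the tissue as the only cause is argued against by the pluripotency median of 8.70, a test that replaced one on the cell cycle and astrocyte lists after these had been seen. A normalization effect is argued against by a smallest median of 1.68 under the other scalings for the lists other than microglia and macrophage. For that list the median falls to 0.46 after quantile normalization, and a scaling effect and a higher level cannot be told apart, because the scalings disagree. Ptprc, the gene of CD45, was looked up after the lists had been seen and had a log2 fold change of 4.25, with Ptprc at 67.3 in the control and 1271 in the tamoxifen libraries, so leukocytes that passed the CD45 gate may be among the sources.

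Before the fits, 24 further groups of genes from other tissues had been looked through. Of the 20 with tested genes, 16 had a median log2 fold change over 1, 1 under -1 and 3 in between, from -3.08 to 6.59. Groups of heart, bone and skin genes were among the higher ones, so a rise of one list is weak evidence for its cell type.

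The lists leave open whether RNA of other cells joined the libraries and, if so, when. The second tamoxifen library held 0.735 of the neutrophil signal of the first, as a median ratio, while astrocyte genes had a ratio of 1.98 and cell cycle genes of 0.919. The ratio was 0.743 for pluripotency, 0.722 for lymphocyte, 0.699 for erythrocyte and 0.786 for microglia and macrophage genes. It was 0.990 for fibroblast, 1.08 for oligodendrocyte, 1.87 for oligodendrocyte precursor and 2.77 for ependymal and choroid plexus genes. Entry during dissection, sorting, library preparation or sequencing could produce this, and so could the tamoxifen treatment or the loss of Mgp in the animals. These cannot be told apart, because both tamoxifen libraries differ from both control libraries in the treatment and, as far as is known, in nothing else that the labels record. The loss of Mgp stays among the open explanations, untested.

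The same lists bear on the genes of Figure 2C. RNA of pluripotent cells is a candidate source of Sox2, Pou5f1 and Nanog, since 11 of 12 other pluripotency genes were higher in both tamoxifen libraries. RNA of bone marrow and blood cells is a candidate source of S100a9, since 9 of 9 other neutrophil genes were higher. RNA of fibroblasts is a candidate source of Postn, Mmp2, Twist1, Twist2 and Thy1, since 10 of 10 fibroblast genes were higher. These are hypotheses, found and tested on the same libraries, and expression of the same genes by the endothelial cells is not excluded by them. Other cells whose lists rose are not excluded as sources either. In the control libraries Sox2 had 161 normalized counts, against 10.4 for Pou5f1 and 7.86 for Nanog. Copies that cover at least 25% of the transcript of Nanog were at most 92.97% identical to it and none is listed in the table, which argues against reads of a copy counted on Nanog. For Pou5f1 they were at most 92.5% identical. 2 related genes with such a stretch, Pou3f3 and Pou3f1, had 92.48% of its normalized counts in the tamoxifen libraries, so the limits set before the search left Pou5f1 open. A test chosen after this argues against them as the source. In the control libraries Pou5f1 had at most 4.59% of the counts of Pou3f3. At that share of Pou3f3 and with all counts of Pou3f1, at the floor in the control libraries, they supply at most 6.93% of the Pou5f1 counts in the tamoxifen libraries. Deeper sequencing is argued against by a log2 ratio of 0.12 between the mean reads of the tamoxifen and control libraries. This test replaced another after its value had been seen, namely whether a tamoxifen library with fewer reads than the controls shows the rise in full. The first tamoxifen library, which had the fewest reads of all, had a median of 5.19 for the Figure 2C genes. The median of these genes was 4.53 at its lowest under another scaling, which argues against normalization as the whole cause. GC content or transcript length as the whole cause is argued against by random lists matched in both, of which 95% had medians from -0.71 to 1.48.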

How the results depend on the processing

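Both Figure 2C lists kept their direction under all alternatives, and their adjusted p under 0.05 in limma's camera wherever it was run. With the replicate block, which leaves 1 residual degree of freedom, all 19 lists called by fry lost that call. The 11 lists picked for a closer look had BH-adjusted p from 0.0847 to 0.182 there. It was 0.128 for endothelial genes (range 0.0266 to 0.128) and 0.0847 for mesenchymal and stem cell genes (range 0.00273 to 0.0847). Acta2 passed only there, at 0.00420 in limma (range 0.00420 to 0.516). The transition list was called by camera only there, at 0.0214 (range 0.0214 to 0.517), and the neuron list only with edgeR, at 0.0434 (range 0.0434 to 0.175). Fry lost 3 calls and gained 1 after quantile normalization, the further endothelial list being lost at 0.0614 (range 0.0367 to 0.146). It lost 4 with edgeR and 1 with the filter at a mean of 100. DESeq2 has no list test. The endothelial median was closest to 0 with -2.31 and the mesenchymal and stem cell median with 4.53. Leaving out 1 library gave medians from -3.27 to -2.41 for endothelial genes and from 4.84 to 5.19 for mesenchymal and stem cell genes. All Figure 2C genes tested in an alternative kept their direction and an adjusted p under 0.05, but the filter at a mean of 100 left S100a4 and Twist2 untested.

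The count of differentially expressed genes was 9151 and became 5934 with the filter at a mean of 100, where fewer genes are tested. Its split followed the scaling. Rescaling to equal totals gave 7393 higher and 1815 lower genes (80.3% higher), and quantile normalization gave 4738 higher and 5275 lower (47.3% higher), against 64.1% as deposited. The median of all genes moved by 0.49 and -0.25 with these scalings, and by 0.12 without a filter. With the adjusted p alone, 5228 genes were lower. Leaving out 1 library leaves 1 in its group, so no call was made there.

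Mgp had a log2 fold change of 0.0786 after rescaling to equal totals, which reversed it, and -0.64 after quantile normalization, where its BH-adjusted p in limma was 0.0126. Over its 10 alternatives the adjusted p ranged from 0.0126 to 0.712. Leaving out 1 library gave -0.54 to -0.24. Relative to the median of all genes, its change was -0.46 and -0.44 under these scalings.

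Among the histone deacetylase genes with an adjusted p over 0.05, Hdac1 kept its direction in the 10 alternatives with a test. Hdac3, Hdac4, Hdac8, Hdac9 and Hdac11, at 0.84 as deposited, changed theirs in these alternatives. Leaving out 1 library moved Hdac1, at 0.02 as deposited, to between -0.08 and 0.13, so its direction is not stable either. Rescaling to equal totals gave 0.49 for Hdac1 (limma, BH-adjusted p = 0.0177, range 0.0177 to 0.948), 0.47 for Hdac3 (0.0238, range 0.0238 to 0.996), 0.26 for Hdac4 and 0.46 for Hdac9. Quantile normalization gave 0.26 for Hdac3, -0.41 for Hdac8, -0.70 for Hdac9 (0.0374, range 0.0374 to 0.973) and -0.34 for Hdac11. DESeq2 gave 0.0159 for Hdac3 and 0.0188 for Hdac9. The X inactivation list reversed to -1.45 with the filter at a mean of 100, which removes Tsix and leaves Xist. Apart from this list and from the scaling of all genes, the cause of the changes was not tested.

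Among the other lists and genes, rescaling to equal totals made 3 results weaker and 2 stronger, and quantile normalization made 3 weaker and 5 stronger, Mgp included. The oligodendrocyte precursor list lost its call with camera after rescaling, at a BH-adjusted p of 0.0706 (range 1.55e-05 to 0.0706), and the microglia and macrophage list after quantile normalization, at 0.0689 (range 0.00815 to 0.0689).

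Over all tested genes, libraries with the same number did not deviate together (r = 0.025 across genes, which are not independent replicates). Single lists varied in this. Pericyte and smooth muscle genes summed to 37101 and 68863 normalized counts in control libraries 1 and 2. They summed to 49084 and 97448 in tamoxifen libraries 1 and 2, the same direction. Erythrocyte genes went opposite ways, with 19224 and 39137 in the control and 173729 and 112680 in the tamoxifen libraries. With the replicate block, 9525 genes were called. Genes at or below 3 reads in a whole group, S100a4 and Twist2 among them, allow only a lower bound of their change.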

Differences from the paper's values

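The paper's supporting values give real-time PCR of cerebral endothelial cells on day 9, with n = 6; the SD was computed from them. Its tamoxifen values are set against the fold of the RNA-Seq libraries, tamoxifen over control from the mean log2 values, which is another assay on other samples. For Mgp the paper's value is 0.321 (SD 0.0762, control 1.18) and the RNA-Seq value 0.762. None of the alternatives set before the data were examined closed this gap. Quantile normalization, at 0.642, is the setting that gives Mgp an adjusted p under 0.05, with 0.0126 from limma with BH adjustment (range over its alternatives 0.0126 to 0.712).

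For Kdr the paper's value is 0.357 (SD 0.0127, control 1.02) and the RNA-Seq value 0.149. For vWF the paper's value is 0.373 (SD 0.0637, control 1.05) and the RNA-Seq value 0.142. Quantile normalization gave 0.294 for Kdr and 0.273 for Vwf, less than 1.5 times from the paper's values and in that sense no longer a gap, though both lie further away than the paper's SD. None of the other alternatives set before the data were examined came that close.

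For Snai1 the paper's value is 22.04 (SD 1.74, control 0.607) and the RNA-Seq value 7.45. For Cdh2 the paper's value is 17.3 (SD 0.782, control 1.205) and the RNA-Seq value 1.09. None of the alternatives set before the data were examined closed either gap.

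The heatmap of Figure 2C shows a gene labelled Ly6a2 as higher with tamoxifen. Ly6a, the listed gene closest in name, had a log2 fold change of -3.22, and whether both are one gene is not known.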

Other observations

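Of the tests of explanations in this part, that of mitochondrial copies was set before its result was seen, and the others afterwards.

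Endothelial genes fell together. The medians of both endothelial lists differed by 0.0876 on the log2 scale, and 10 and 0 of 10000 random lists had a smaller spread among their genes. A common factor for endothelial genes would give such similar medians. Random lists mix genes of all kinds, so a smaller spread than theirs does not test for that factor. Single genes ranged from -3.43 to -1.38 in the Figure 2C list and from -4.10 to -1.24 in the further list, so an equal factor for all of them is not shown. A lower share of endothelial RNA with no other change is argued against by pluripotency genes, which rose by 8.05 more than pericyte and smooth muscle genes (median 0.65; 0.06 without tamoxifen library 2). Normalization is argued against by a median of -2.31 at the closest scaling. GC content or transcript length is argued against by random lists matched in both, of which 95% had medians from -0.63 to 1.64, against -2.85 for the Figure 2C endothelial genes. A lower expression in each endothelial cell, and a lower share together with RNA of other cells, both stay open.

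Mgp RNA in the tamoxifen libraries came to 75.8% of the control mean in normalized counts, with an adjusted p of 0.0986 from limma with BH adjustment. It may come from cells in which the gene was not deleted or from exons that were not removed. That cannot be told apart from a small change, because the table holds no values per exon and no genotype of the reads. According to the paper, public data show stronger MGP expression in brain pericytes than in brain endothelial cells. Pericyte and smooth muscle genes did not fall as a list (median 0.65), so the Mgp fold alone does not measure deletion in endothelial cells. The paper's PCR ratios on other day-9 samples, 0.351 for Kdr and 0.355 for vWF, go in the direction of the libraries as labelled and against exchanged labels. They do not exclude them, because RNA of other cells, left open above, would lower endothelial genes in whichever group it entered.

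Pituitary genes, a list written after Gh, Prl and Pomc had been seen, had a median of -3.60 (limma's camera, BH-adjusted p = 0.00109 over 3 added lists). Of 11 tested genes, 9 were lower in both tamoxifen libraries, and Lhb was among those that were not. The most abundant were Pomc at 16972 in the control and 88.9 in the tamoxifen libraries, and Gh at 5022 in the control and 0.359 in the tamoxifen libraries, with Pomc at 8105 and 25839 and Gh at 2560.0 and 7483 in the separate control libraries. Pituitary tissue in the control pools is a candidate source, and normalization is argued against by a median of -3.16 at the closest scaling. 8 of the 11 genes had at least 100 normalized counts in the control libraries.

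The other added lists were higher, and both were written after the groups of other tissues had been looked through. Skeletal muscle genes had a median of 6.44, or 6.17 with genes at the floor set to their bound, and B-cell precursor genes of 7.19, or 6.57. Of the lists fixed beforehand, immediate early and heat shock genes had -1.87 and BMP target genes -2.13, both called by camera, neuron genes 1.31, mitochondrial genes 0.08 and transition genes 0.71. Leaving out 1 library moved the transition median to between 0.14 without control library 1 and 1.29 without control library 2, and the mitochondrial median to between -0.29 without tamoxifen library 1 and 0.45 without tamoxifen library 2. Quantile normalization raised the mitochondrial median to 1.28, where it was called by limma's camera (BH-adjusted p = 0.0136, range 0.0136 to 0.944) and by fry (0.0494, range 0.0494 to 0.944). The Y chromosome list had -0.70 (0.08 without tamoxifen library 2) and the X inactivation list 1.73 (0.43 without tamoxifen library 2). With Tsix, at the floor in the control libraries, set to its bound, the X inactivation median was 0.72.

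Xist had 1231 normalized counts in the first tamoxifen library and 33340.3 in the second. The Y chromosome genes went the other way, with a median log2 ratio of the second to the first of -1.57. This is consistent with pools of different shares of male and female mice. The control libraries had 16349 and 18843 of Xist.

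Of 13 mitochondrial protein genes, mt-Co2 and mt-Co3 were listed near 0 and 4 others (mt-Atp8, mt-Atp6, mt-Nd3 and mt-Nd4l) were not listed. Each of these 6 has an identical copy on chromosome 1 that covers at least 99.1% of it, whereas the others were covered by an identical copy over at most 63.6% (mt-Nd4) or by copies of at most 97.6% identity. This is consistent with reads lost to a nuclear copy under unique mapping.

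The paper reports by real-time PCR at 2 weeks that Hdac2 alone rose among Hdac1 to Hdac11 and that Ezh1 fell. In the day-9 libraries Hdac2 had a log2 fold change of 0.55 (limma, BH-adjusted p = 0.0135), under the size threshold, and 86.8% of the 1000 genes closest in expression had a lower one. Rescaling to equal totals gave 1.02, past both thresholds, and quantile normalization 0.89, which are 0.48 and 1.09 relative to the median of all genes. Its adjusted p was under 0.05 in 9 of 10 alternatives, from 7.61e-04 to 0.0750, the last without a trend. The paper's PCR values for Hdac2 are 21.7 with tamoxifen and 0.839 in controls. Hdac6 had 1.08, Hdac5 -1.29, Hdac7 -2.35 and Hdac10 -1.37. Ezh1 had -2.03, Ezh2 2.24, Suz12 0.95, Eed 0.91 and Rbbp4 0.58, whose adjusted p was over 0.05 without a trend (0.0706, limma with BH adjustment, range 6.67e-04 to 0.0706). Proliferating or other admixed cells could contribute to the rise of Hdac2, and this cannot be told apart from a rise in endothelial cells, because the libraries hold no values per cell type. Jag1 had -1.60 and Jag2 -2.99, Bmp6 1.55 (0.64 after quantile normalization, where it no longer passed) and Bmpr1a 3.10. The paper proposes a rise of JAGGED 1 and 2 through lower H3K27me3 at their genes, whereas RNA of both was lower here. A lower share of endothelial RNA, left open above, could contribute to the falls of Ezh1, Hdac5, Hdac7, Hdac10, Jag1, Jag2 and the BMP target genes. The endothelial lists had medians of -2.85 and -2.93.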
